# Impact of microglia isolation and culture methodology on transcriptional profile and function

**DOI:** 10.1186/s12974-024-03076-w

**Published:** 2024-04-08

**Authors:** Mark Mizrachi, Betty Diamond

## Abstract

**Background:**

Microglial isolation and culturing methods continue to be explored to maximize cellular yield, purity, responsiveness to stimulation and similarity to in vivo microglia. This study aims to evaluate five different microglia isolation methods—three variants of microglia isolation from neonatal mice and two variants of microglia isolation from adult mice—on transcriptional profile and response to HMGB1.

**Methods:**

Microglia from neonatal mice, age 0–3 days (P0–P3) were isolated from mixed glial cultures (MGC). We included three variations of this protocol that differed by use of GM-CSF in culture (No GM-CSF or 500 pg/mL GM-CSF), and days of culture in MGC before microglial separation (10 or 21). Protocols for studying microglia from adult mice age 6–8 weeks included isolation by adherence properties followed by 7 days of culture with 100 ng/mL GM-CSF and 100 ng/mL M-CSF (Vijaya et al. in Front Cell Neurosci 17:1082180, 2023), or acute isolation using CD11b beads (Bordt et al. in STAR Protoc 1:100035, 2020. https://doi.org/10.1016/j.xpro.2020.100035). Purity, yield, and RNA quality of the isolated microglia were assessed by flow cytometry, hemocytometer counting, and Bioanalyzer, respectively. Microglial responsiveness to an inflammatory stimulus, HMGB1, was evaluated by measuring TNFα, IL1β, and IFNβ concentration in supernatant by ELISA and assessing gene expression patterns using bulk mRNA sequencing.

**Results:**

All five methods demonstrated greater than 90% purity. Microglia from all cultures increased transcription and secretion of TNFα, IL1β, and IFNβ in response to HMGB1. RNA sequencing showed a larger number of differentially expressed genes in response to HMGB1 treatment in microglia cultured from neonates than from adult mice, with sparse changes among the three MGC culturing conditions. Additionally, cultured microglia derived from adult and microglia derived from MGCs from neonates display transcriptional signatures corresponding to an earlier developmental stage.

**Conclusion:**

These findings suggest that while all methods provided high purity, the choice of protocol may significantly influence yield, RNA quality, baseline transcriptional profile and response to stimulation. This comparative study provides valuable insights to inform the choice of microglial isolation and culture method.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-024-03076-w.

## Introduction

Microglia, the resident immune cells of the central nervous system (CNS), are instrumental in maintaining homeostasis and responding to pathogens, as well as neuronal stress or injury [30]. They have a variety of functions, including phagocytosis, synaptic pruning, and secretion of cytokines. However, our understanding of microglial biology and its complex interplay with CNS pathologies remains limited, highlighting the necessity for reliable in vitro models to study their behavior in a controlled environment. This remains a challenge due to variations in isolation and culture techniques which may substantially influence the yield, purity, viability, and activation state of microglia. In this study, we asked whether there were critical differences in these parameters using three variations of isolating and culturing microglia from mixed glial cultures (MGC) from neonatal mice (P0–P3) and two methods for obtaining microglia from adult mice (as shown in Fig. 1). The MGC protocols from neonates differ with respect to the presence or absence of granulocyte–macrophage colony-stimulating factor (GM-CSF) and the duration of the culture period (Fig. 1A). The adult culture protocols differ in method of isolation and time in culture prior to stimulation [4, 35] (Fig. 1B, C).

**Fig. 1:**
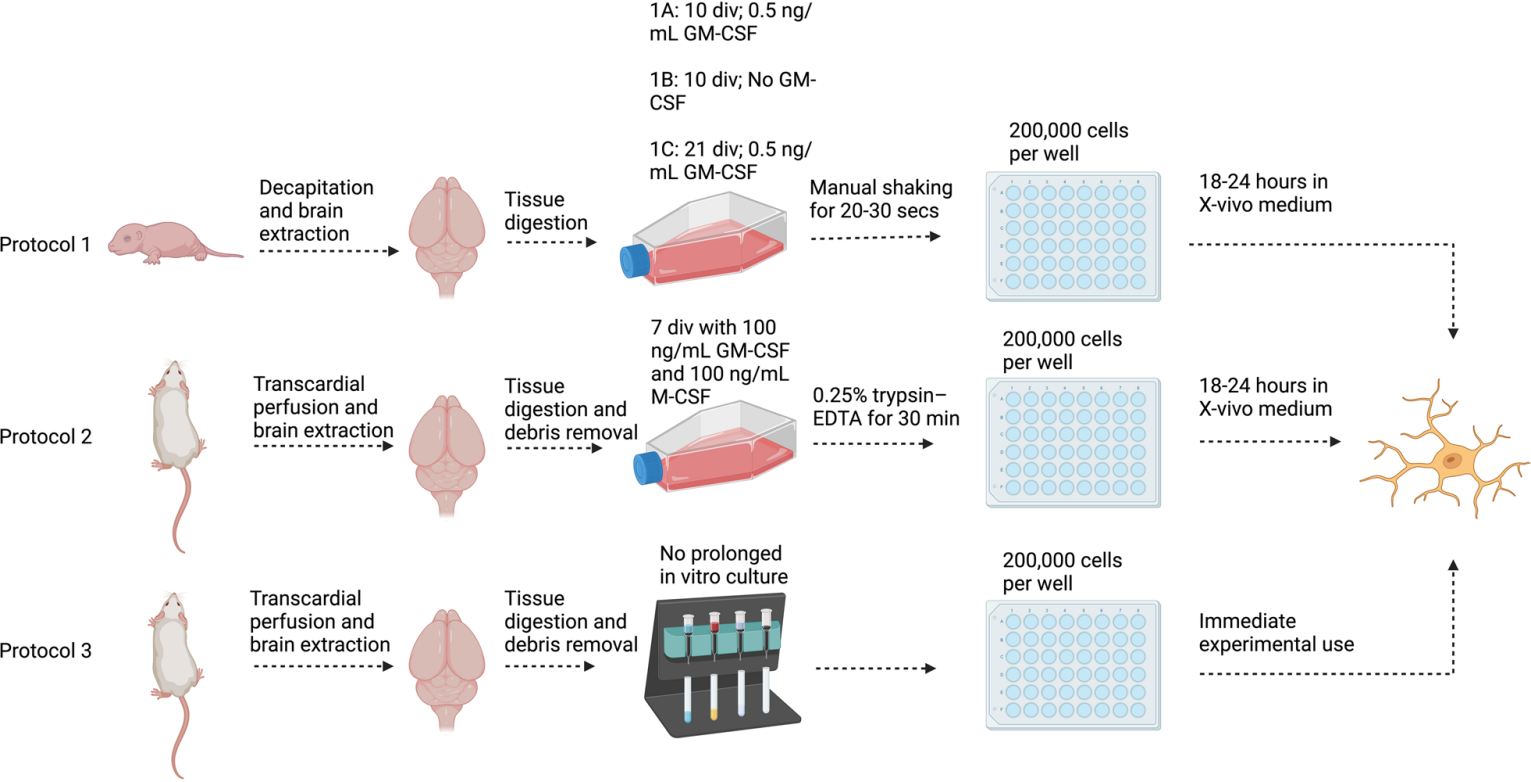
Overview of microglial isolation protocols. **A** Protocol 1 involves manually shaking microglia from MGCs sourced from p0-p3 pups with 3 variations: (1A) 10-day culture with 0.5 ng/mL GM-CSF, (1B) 10-day culture without GM-CSF, and (1C) 21-day culture with 0.5 ng/mL GM-CSF. **B** Protocol 2 involves microglia isolated by adhesive properties from a whole brain suspension, by replacing media after 3 h, then cultured for 7 days with 100 ng/mL GM-CSF and M-CSF. **C** Protocol 3 involves adult microglia isolated using anti-CD11b magnetic beads, and then immediately used for experimentation. Created with Biorender.com

Over the years, a number of papers have described protocols for microglia preparation from MGC [4, 8, 9, 17, 19, 22, 24, 34]. To enhance microglia yield, Hu et al. and Krabbe et al. opted to use conditioned medium from fibroblasts. Esen and Kielian et al. demonstrated that the inclusion of 0.5 ng/mL granulocyte–macrophage colony-stimulating factor (GM-CSF) in MGC improves microglial yield while preserving microglial identity and responsiveness. Others reported that higher concentrations of GM-CSF, more than 5 ng/mL, alter responsiveness to stimuli [21, 32]. We opted to compare microglia from neonatal MGCs using either no GM-CSF or 0.5 ng/mL GM-CSF.

The duration of in vitro culture is another factor to consider when studying microglial. The phenomenon of ‘culture shock,’ whereby cells change their behavior due to the stress of extended time in a non-physiologic environment, may compromise the translatability of phenotypic and functional studies to the in vivo environment [6]. However, maintaining MGCs for a longer period allows for a greater yield of microglia from a smaller number of animals. It has been previously published that microglia can be isolated from MGC after up to 28 days in culture [13]. We compared microglia separated from MGCs after 10 days culture to microglia separated from MGCs after 21 days of culture, to investigate the impact of the length of culture time on microglial response.

We adapted a previously described protocol [31, 35, 38], which involves a 7-day culture of adult microglia with 100 ng/mL GM-CSF and 100 ng/mL macrophage colony-stimulating factor (M-CSF). During this 7-day culture, microglia develop a ramified, adherent, reactive morphology in vitro [35]. We included an additional step, whereby non-adherent contaminating cells were removed using a lower concentration trypsin and discarded to enhance purity, prior to microglial separation with higher concentration trypsin, as described in “Methods”.

We also included a protocol for acute isolation using CD11b beads, as previously described [4, 15, 16, 36]. Immediate isolation and treatment negates the effects of culture shock. However, the yield and viability of microglia obtained with this protocol is significantly less than what is obtained using the in vitro culture protocols from neonatal mice [35].

High Mobility Group Box 1 (HMGB1) is a potent pro-inflammatory mediator which is implicated in various pathological conditions of the CNS [1, 11, 28, 29]. It resides in the nucleus of all cell types as a chromatin-associated protein, but can be actively secreted as a damage-associated molecular pattern (DAMP) in the setting of cellular stress and injury [33]. Our prior work and studies from others have shown that neurons activated through the *N*-methyl-d-aspartate receptor (NMDAR) secrete HMGB1 [10, 37], which activates microglia, triggering an inflammatory response that contributes to neuronal damage in the setting of neuropsychiatric disease [7, 18]. Consequently, the response of microglia to HMGB1 stimulation was assessed to provide insight into potential differences in function of microglia obtained with the different protocols.

## Methods

### Protocol 1: isolation and culturing of primary microglia from neonatal mice

Primary microglia were isolated from postnatal P0–3 C57BL/6 mouse neonates. Neonates were euthanized by decapitation. Brains were then excised under aseptic conditions and dissociation was performed using the Neural Tissue Dissociation kit according manufacturer’s instructions (Miltenyi Biotec, Bergisch Gladbach, Germany). The resulting pellet was gently resuspended in complete DMEM (containing 4.5 g/L glucose, 10% FBS, 1% penicillin–streptomycin) and was filtered through a 70 μm cell strainer (Corning, NY, USA) to eliminate any clumped cells or tissue debris. Based on the intended protocol variation, cell suspensions were treated as follows:

- Protocol 1A: Cells were cultured in complete DMEM supplemented with 0.5 ng/ml recombinant mouse GM-CSF (R&D Biosystems, Minneapolis, USA) for 10 days.
- Protocol 1B: Cells were cultured in complete DMEM (without GM-CSF) for 10 days.
- Protocol 1C: Cells were cultured in complete DMEM supplemented with 0.5 ng/ml recombinant mouse GM-CSF for 21 days.

For each of the above protocols, cell suspensions were derived from 5 mice. Cells were plated onto a 175 cm^2^ flask, and medium was changed every 3 days. Upon reaching confluence, on day 10, microglia were dislodged and harvested from culture by manual shaking for 20–30 s. The medium containing the detached microglia was collected, and cell count was determined. This was followed by centrifugation at 400*g* for 10 min to pellet the cells. The microglial pellet was resuspended in serum-free X-VIVO medium (Lonza Biosciences, Walkersville, MD), and plated into 48-well Falcon tissue culture plates (Fisher Scientific, Waltham, Massachusetts, U.S.) at 200,000 cells per well. X-VIVO medium is a serum-free medium, which lacks exogenous growth factors, artificial stimulators of cellular proliferation, or undefined supplements. It has been used for myeloid cell growth as well as microglia cultivation [7, 12, 25]. Cells were allowed to adhere overnight and were ready for experimentation the subsequent day. At least 3 biological replicates for each condition were performed, with each replicate representing microglia isolations derived from distinct litters of mice.

### Protocol 2: isolation and culturing of primary microglia from adult mice by adherence properties

C57BL/6 mice, at 6–8 weeks, were administered a lethal dose of Euthasol followed by transcardial perfusion with 0.9% ice cold heparinized saline. Brains were excised under aseptic conditions, and tissue dissociation was performed using the Neural Tissue Dissociation Kit, according to the manufacturer’s instructions. Following dissociation, myelin debris was separated and removed using Debris Removal Solution (Miltenyi Biotec, Bergisch Gladbach, Germany), according to manufacturer’s instructions. The cell pellet was resuspended in pre-warmed complete DMEM and cells from 3 brains were pooled together and plated on a T75 flask. After a 3-h incubation period to allow adherence, the medium was gently replaced to discard non-adherent cells. The medium was supplemented with 100 ng/mL macrophage colony-stimulating factor (M-CSF) and 100 ng/mL GM-CSF on the following day. Medium was changed on day 4 with complete DMEM supplemented with M-CSF and GM-CSF, and on day 7, contaminating cells were collected using 0.05% trypsin- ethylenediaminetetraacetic acid (EDTA) for 10 min and discarded. Contaminating cells adhered less strongly to the flasks than microglia when exposed to 0.05% trypsin, so this step allowed for enhanced purity. Microglia were then obtained by incubating flasks in 0.25% trypsin–EDTA for 30 min. Trypsin was quenched with complete DMEM, and cells were removed from the flasks and centrifuged at 400*g* for 10 min, followed by resuspension in X-VIVO serum-free medium (Lonza Biosciences, Walkersville, MD). Cells were plated in 48-well dishes (Falcon) at 200,000 cells per well, and they were ready for experimentation the following day.

### Protocol 3: acute isolation of microglia from adult mice using anti-CD11b MicroBeads

C57BL/6 mice, at 6–8 weeks, were administered a lethal dose of Euthasol followed by transcardial perfusion with 0.9% ice cold heparinized saline. Brains were excised under aseptic conditions, and tissue dissociation was performed using the Neural Tissue Dissociation Kit, according to the manufacturer’s instructions. Following dissociation, myelin debris was separated and removed using Debris Removal Solution, according to the manufacturer’s instructions. CD11b-positive cells were enriched using anti-CD11b MicroBeads (Miltenyi Biotec, Bergisch Gladbach, Germany), according to manufacturer’s instructions. The resulting cell:bead suspension was centrifuged at 400*g* for 10 min and resuspended in X-VIVO medium (Lonza Biosciences, Walkersville, MD), or X-VIVO medium supplemented with 1 ug/mL HMGB1 for immediate stimulation.

### Cell culture treatment

HMGB1 was obtained as a generous gift from Kevin Tracey, MD, of the Feinstein Institutes for Medical Research. Cells were treated with HMGB1 for 4 h prior to harvesting for analysis of bulk mRNA sequencing and for 24 h prior to analysis of cytokines in cell culture supernatant by ELISA.

### RNA extraction

Total RNA was extracted from microglia using the Qiagen RNeasy RNA extraction kit (Qiagen) according to the manufacturer's instructions. Briefly, cells from each well were homogenized in RLT lysis buffer. The homogenate was then passed through QIAshredder spin columns to remove cellular debris, and RNA was purified using RNeasy spin columns. RNA was eluted in 30 μl RNase-free H_2_0.

### ELISA

Cell culture supernatant was collected and centrifuged at 500*g* for 5 min followed by separation of supernatant. The Duoset TNFα, Duoset IL-1β, and Duoset IFNβ ELISAs (R&D Biosystems, Minneapolis, MN) were performed on supernatant according to the manufacturer's instructions.

### Flow cytometry

Cells were washed in FACS buffer (1% BSA, 0.1% sodium azide in PBS), then incubated in FACS buffer containing functional viability dye (65-0866-14, ThermoFisher Scientific) along with anti-CD45 (1:80, BioLegend, clone 30-F11), anti-CD11b (1:200, BD Biosciences, clone M1–70) and anti-transmembrane protein 119 (Tmem119; 1:500, Abcam, clone 106-6) antibodies for 15 min at 4 °C in the dark. After staining, cells were washed with FACS buffer, and flow cytometry was performed using the BD LSRFortessa™ Cell Analyze. Data analysis was conducted using FlowJo.

### mRNA sequencing analysis

Gene read counts were obtained using featureCounts v1.5.0 [23], and normalized using the DESeq2 package (1.20.0) [26] with variance-stabilizing transformation (VST). Differential gene expression following HMGB1 treatment for each isolation protocol was assessed, using an adjusted p value < 0.05 and an absolute fold change of 1. Raw gene counts from the NCBI Gene Expression Omnibus GEO accession number GSE79819 [27] were downloaded and combined with our data, and we applied batch correction using combat-seq. For gene set enrichment analysis, a list of genes that were DEGs in both the Protocol 1 vs Protocol 3 comparison and the early microglia vs adult microglia comparison were compiled based on log2fold change > 2 and p value < 0.01 in both comparisons, giving us a list of 399 genes which was input into EnrichR [20]. The top 10 terms from GO Biological Processes 2023 were identified.

### Statistical methods

Statistical analyses were conducted using R for bulk mRNA sequencing data and GraphPad Prism for ELISA measurements. For neonate-derived cultures, each experimental group comprised three biological replicates from separate mouse litters. One-tailed t-tests were employed to compare cytokine secretion levels (TNFα, IL1β, IFNβ) between control and HMGB1-treated groups for each isolation method. Results are presented as median ± standard deviation.

### Data availability

All bulk sequencing data generated and analyzed during this study are publicly accessible in the Gene Expression Omnibus (GEO) repository. The datasets can be retrieved under the accession number GSE242683.

## Results

Microglial isolation efficacy was evaluated based on purity, yield, and RNA integrity (Fig. 2). Protocol 1A, 1B and 1C yielded microglia with similar purity, all exceeding 95%, Protocol 2 yielded 90.7% purity, and Protocol 3 yielded 91.7% purity, as confirmed by flow cytometry, with antibodies against CD11b and CD45. There was minimal contamination from macrophages (representative flow cytometry in Additional file 1: Figure S1). Protocol 1A led to the greatest yield, and between adult-derived cells, Protocol 3 surpassed Protocol 2 in yield (Fig. 2A). However, Protocol 2 resulted in superior RNA yield and integrity scores, compared to Protocol 3 (Fig. 2B, C). This reduction in RNA yield in Protocol 3 is likely due to the enzymatic digestion process, which may have exposed RNA to nucleases, leading to a lower RNA yield.

**Fig. 2:**
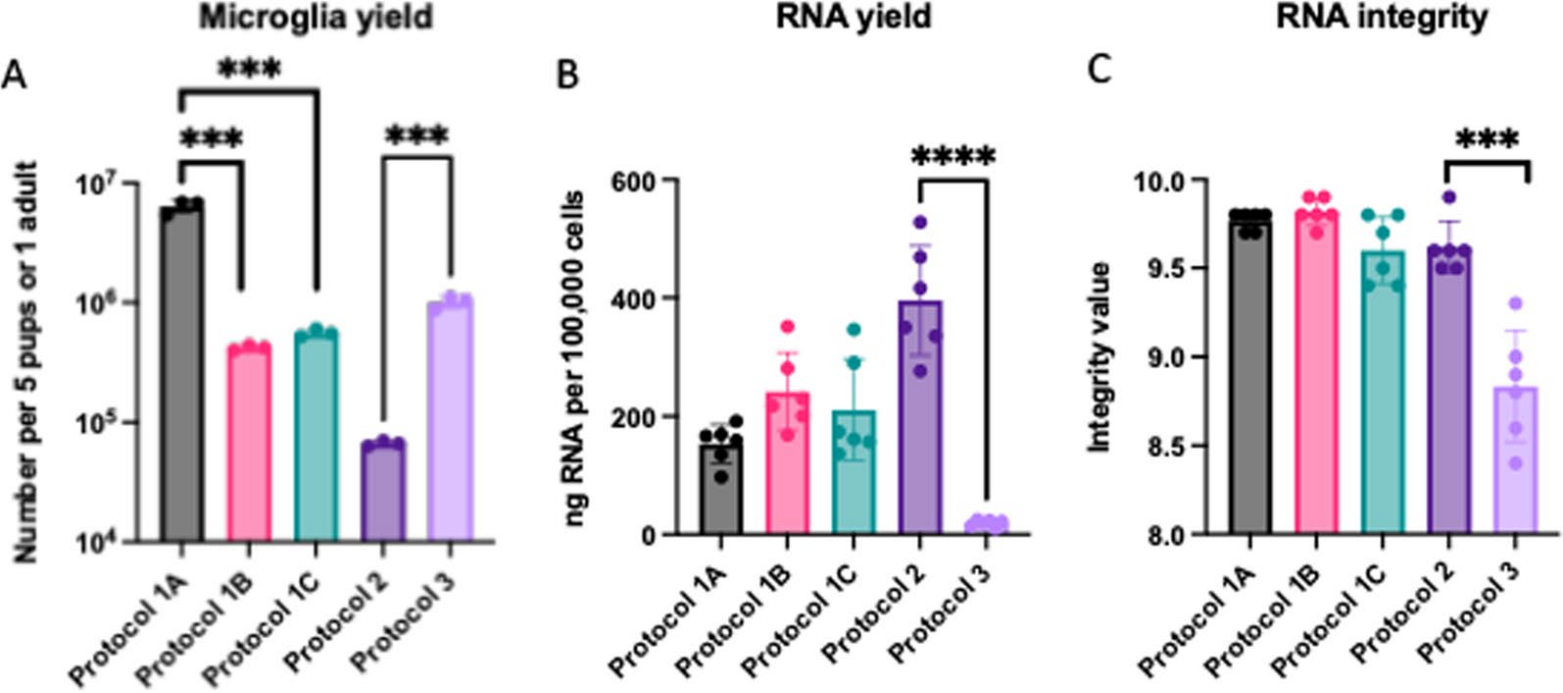
Analysis of microglial isolation metrics. **A**–**C** Bar graphs highlight microglial yield, RNA yield and RNA integrity across Protocols 1A, 1B, 1C, 2, and 3. **A** Total microglia yield as measured by hemocytometer, per 5 pups or 1 adult. **B** RNA yields from Nanodrop, displayed as ngRNA/100,000 lysed cells. **C** RNA integrity score assessed by Bioanalyzer. Asterisks indicate p values of most relevant comparisons, determined by a two-tailed t-test: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

Microglial cytokine responses for 24 h HMGB1 treatment were consistent across neonate-derived cells (Fig. 3A–C). However, HMGB1 treatment resulted in TNFa secretion in Protocol 2 but not Protocol 3, whereas IFNβ was induced in Protocol 3, but not Protocol 2 (Fig. 3D, E). 

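Bulk RNA sequencing covered microglia from 5 isolation protocols, each untreated (Control) or treated with HMGB1 for 4 h, with 3 libraries per group and 30 in all. Protocols 1A, 1B and 1C started from neonates of postnatal days 0 to 3. They differed in GM-CSF, at 0.5 ng/ml in 1A and 1C and 0 in 1B, and in days of culture, 10 in 1A and 1B and 21 in 1C. Protocol 2 kept cells of mice aged 6 to 8 weeks for 7 days with GM-CSF and M-CSF at 100 ng/ml each, and Protocol 3 took cells of mice of that age with 0 days of culture. The paper gives the HMGB1 concentration, 1 µg/ml, for Protocol 3 only. The authors aligned the reads with HISAT2 2.0.5 and counted them per gene with featureCounts 1.5.0-p3. The deposited integer counts for 54532 genes were the starting point here. Total counts per library (lowest, median and highest of 3) in the Control groups were 18038316, 18431781 and 21497681 in Protocol 1A, 15824006, 18180496 and 19534409 in 1B, 16111171, 20932981 and 21206418 in 1C, 24155301, 24280038 and 24549108 in 2 and 21782428, 23018052 and 24892245 in 3. In the HMGB1 groups they were 16736203, 20623116 and 22613880 in Protocol 1A, 15403182, 18982257 and 26863639 in 1B, 22337505, 25840409 and 28564757 in 1C, 24497077, 26069578 and 26971097 in 2 and 14151983, 18765886 and 23829019 in 3. Genes with enough counts were tested with edgeR, after TMM normalization, by the quasi-likelihood F test. A gene is said to rise, fall or differ where its Benjamini-Hochberg adjusted p was below 0.05, and levels are TMM-scaled CPM as mean ± SD over the 3 libraries of a group. The response to HMGB1 was fitted within the 6 libraries of each protocol, the Control groups were compared in a fit of all 15 Control libraries, and differences between responses came from a fit of all 30. Sets of genes, lists fixed before the data were examined, were tested with camera at a preset correlation of 0.01. They were tested again with the correlation estimated from the data. Some members of the inflammatory lists, such as Gpr84, Areg, Cxcl2 and Acod1, are genes that the study names or shows. Results of those lists are thus not fully independent of the paper.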

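In Protocol 1A, Tnf, which encodes the cytokine TNFα, rose from 23.2 ± 4.38 CPM in Control to 2864 ± 153 CPM with HMGB1, a log2 fold change of 6.92 (standard error 0.141, adjusted p = 2.73e-11). The rise in Tnf was 8.04 in Protocol 1B and 7.24 in Protocol 1C. Protocol 2 cells held 21.1 ± 4.44 CPM of Tnf in Control and 97.0 ± 19.8 with HMGB1, a log2 fold change of 2.19 (standard error 0.214, adjusted p = 0.0096). In Protocol 3 the Control level of Tnf was already 1173 ± 144 CPM, and it rose to 1789 ± 166, a log2 fold change of 0.63 (standard error 0.0950, adjusted p = 0.0216). Il1b, which encodes IL1β, went from 9.04 ± 2.37 to 1823 ± 196 CPM in Protocol 1A, and rose by 12.64 in 1B, 9.95 in 1C and 1.76 (adjusted p = 8.60e-04) in Protocol 2. Protocol 3 Controls held 1058 ± 166 CPM of Il1b, and its log2 fold change was 0.71 (standard error 0.138, adjusted p = 0.159). The replicate number as a block pairs the Control and HMGB1 libraries. The log2 fold change of Il1b in Protocol 3 was then 0.71 (standard error 0.0400, adjusted p = 1.90e-19). The pairs were inferred from correlations between libraries. This fit leaves 2 residual degrees of freedom, so a p this small rests mainly on spread shared across genes. By the DESeq2 Wald test the adjusted p of Il1b was 8.88e-06, so its call depends on the method. The call of Tnf in Protocol 3 was lost without Control replicate 1 or HMGB1 replicates 1 or 2 (adjusted p = 0.145, 0.158 and 0.231) and in a fit of all 30 libraries (0.194), and in Protocol 2 without Control replicate 3 (0.072). Ifnb1, which encodes IFNβ, stayed rare in Protocol 1: with HMGB1 it reached 2.73 ± 1.56 CPM in 1A, 2.23 ± 0.907 in 1B, where Controls had 0 counts, and 12.1 ± 4.54 in 1C. Its level was highest in Protocol 3, 10.2 ± 1.92 CPM in Control and 34.1 ± 3.13 with HMGB1 (log2 fold change 1.76, standard error 0.132, adjusted p = 1.04e-04), while Protocol 2 gave 0.66 (standard error 0.334, adjusted p = 0.627). Each of the 3 genes was higher in every HMGB1 library than in every Control library of its protocol in all 5 protocols, an order that chance gives 5% of the time for 1 gene in 1 protocol. A two-sided exact permutation test gives p = 0.1 each time, the smallest that 3 against 3 libraries allow. In the deposited annotation Tnf (ENSMUSG00000024401) lies on chromosome 17 from 35199381 to 35202007, Il1b (ENSMUSG00000027398) on chromosome 2 from 129364570 to 129371139 and Ifnb1 (ENSMUSG00000048806) on chromosome 4 from 88522025 to 88522774.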

Similar patterns were observed for normalized gene expression from bulk sequencing data (Fig. 3F–J) after 4 h HMGB1 treatment; however, HMGB1 induced TNF mRNA expression in all protocols.

**Fig. 3:**
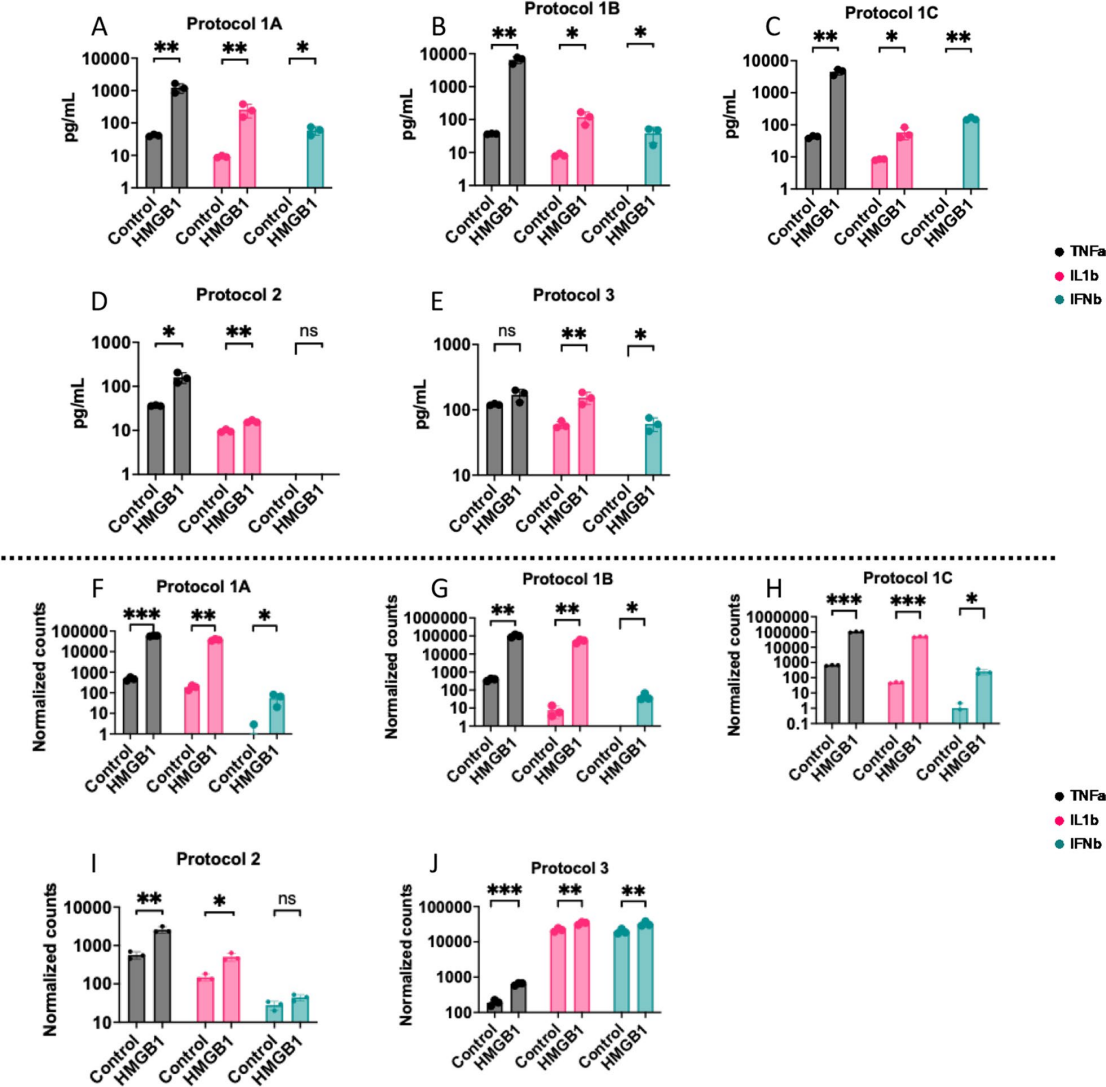
Differential cytokine secretion and transcription in response to HMGB1 stimulation in microglia derived from isolation protocols. **A**–**E** Cytokine secretion by microglia, quantified as concentration interpolated from a standard curve, 24 h post-HMGB1 stimulation. For each panel, grouped bar graphs represent concentration of TNFα, IL1β, and IFNβ in culture supernatant. **F**–**J** Transcription of the same cytokines as determined by bulk mRNA sequencing, displayed as normalized gene counts derived using DESeq2. Grouped bar graphs indicating transcription of TNFα, IL1β, and IFNβ. **A**, **F** Microglia derived from Protocol 1A. **B**, **G** Microglia derived from Protocol 1B. **C**, **H** Microglia derived from Protocol 1C. **D**, **I** Microglia derived from Protocol 2. **E**, **J** Microglia derived from Protocol 3. Dots represent microglia isolations derived from distinct litters of mice for neonatal mice or distinct adult mice

Bulk mRNA sequencing revealed transcriptional signatures for each protocol. 

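Untreated Protocol 3 cells held high levels of immediate early genes, which cells switch on soon after a stimulus. Of 28 such genes, 28 were lower in Protocol 2 than in Protocol 3 Controls and 0 higher. Among them were Dusp1 (log2 fold change -7.13, standard error 0.132, adjusted p = 4.07e-19) and Dusp2 (-8.22), phosphatases that restrain MAP kinases, and Ier2 (-3.85). Of 30 subunits, inhibitors and targets of the transcription factor NF-kB, 26 were lower in Protocol 2 and 2 higher, with Nfkb1 at -4.80 and Nfkbiz at -4.63, and with Birc2 (0.19) and Irak3 (0.05) among those that did not pass. Heat shock genes, chaperones of protein folding, were lower for 15 of 16 and higher for 1, with Dnajb4 at -3.19 and Hsp90ab1 at -2.73. Of 33 homeostatic microglia genes, markers of microglia in the healthy brain, 24 were lower in Protocol 2 and 7 higher. Siglech, a lectin of resident microglia, was at 445 ± 23.7 CPM in Protocol 3 and 0.587 ± 0.223 in Protocol 2. The other way, 25 of 30 genes of phagocytes and disease-associated microglia were higher in Protocol 2 and 3 lower: Gpnmb, a lysosomal membrane glycoprotein (9.42), Spp1, which encodes osteopontin (6.08), and the fatty acid carrier Fabp5 (6.48). Lysosome genes were higher for 27 of 34 and lower for 5, with the hydrolase Glb1 at 3.97, and nuclear genes of oxidative phosphorylation were higher for 41 of 45 and lower for 1, with Sdhc at 1.89. These counts were the same when adjusted over the list alone. Protocol 3 also carried blood cell transcripts: neutrophil markers were lower in Protocol 2 for 10 of 12. Ngp, a neutrophil granule protein, stood at 146 ± 70.9 CPM in Protocol 3 against 0 counts in Protocol 2 Controls. The endothelial gene Cldn5 was at 14.7 ± 0.987 CPM in Protocol 3 and 3.80 ± 0.697 in Protocol 2 Controls. Collagen transcripts of fibroblasts went the other way. Col1a1 was at 46.9 ± 16.7 CPM in Protocol 2 and 0.708 ± 0.141 in Protocol 3 Controls, and Col3a1 at 57.05 ± 9.76 and 0.0767 ± 0.0676. In all, 6827 of 17033 genes were higher and 6335 lower in Protocol 2 than in Protocol 3. The DESeq2 Wald test gave 6715 higher and 6893 lower, so which are more depends on the processing. By camera the immediate early genes (adjusted p = 2.13e-32), the NF-kB genes (4.16e-26) and the phagocyte genes (2.41e-13) also held with an estimated correlation. The others passed with the preset correlation only: with the estimated one the adjusted p = 0.0575 for homeostatic, 0.0575 for oxidative phosphorylation, 0.121 for heat shock, 0.263 for lysosome and 0.413 for neutrophil genes. Over 18182 genes and 30 libraries, PC1 held 48.4% of the variance. The gap on it between the Protocol 3 libraries and all others was 80.7% of the range of PC1, against a replicate SD of 1.17%.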

Protocol 3 was distinguished from the other protocols along PC1. PC2 reflected HMGB1 responsiveness, with greater effects in neonate-derived cells compared to adult-derived cells (Fig. 4A, B). 

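Among the largest falls with HMGB1 were Cnr2, the cannabinoid receptor CB2, with log2 fold changes of -4.84 (standard error 0.142, adjusted p = 4.10e-12) in Protocol 1A, -5.52 in 1B and -6.10 in 1C, and Bmf, a promoter of cell death (-5.14, -4.49 and -5.22). Genes of DNA replication fell with them: of 45 measured, 36 fell in 1A, 38 in 1B and 32 in 1C, and 2, 2 and 4 rose. The helicase subunit Mcm2 fell by 1.63 in 1A, 1.99 in 1B and 1.86 in 1C. Of 48 mitosis genes, 31 fell in 1A, 38 in 1B and 38 in 1C, and 4 rose in each. Kif23, a motor of cell division, was at -2.12, -2.58 and -2.91, and securin, Pttg1, rose in 1A (1.54) and 1B (2.28). In Protocol 2 only Cenpa of the mitosis list fell (-0.87), no DNA replication gene passed, and in Protocol 3 neither list had a member that passed, with Pcna at -0.06 and 0.06. Adjusted over the list alone, the falls were 37, 38 and 32 for DNA replication and 33, 38 and 38 for mitosis in 1A, 1B and 1C. By camera the replication genes passed in 1A (adjusted p = 2.53e-06), 1B (4.19e-06) and 1C (7.31e-05), as did the mitosis genes (0.0222, 7.33e-04 and 1.94e-04), and none held with an estimated correlation, where the adjusted p was 0.164, 0.581 and 0.329 for replication and 0.756, 0.748 and 0.43 for mitosis. Of 12719 genes tested in all 3 neonatal protocols, 2793 rose in all 3, 3053 fell in all 3 and 178 rose in one and fell in another. Along PC2, with 22.6% of the variance, the HMGB1 libraries stood apart from Control by 64.3% of the range of PC2 in Protocol 1A (replicate SD 3.00%), 75.4% in 1B (4.29%), 77.7% in 1C (1.66%), 6.47% in Protocol 2 (1.74%) and 4.00% in Protocol 3 (2.51%). The two-sided exact permutation p was 0.2 in Protocol 3, where all 3 HMGB1 libraries lay above the Control of the same replicate number, and 0.1, the smallest possible, in the others. The paper states that PC2 reflected how strongly the cells responded to HMGB1.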

Notably, microglia isolated using Protocol 2 more closely resembled Protocols 1A, 1B, and 1C than Protocol 3, in transcriptional profile (Fig. 4A, B), despite being derived from adult.

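Protocol 1 cells, taken as the mean of 1A, 1B and 1C, made more transcripts for cholesterol synthesis than Protocol 2 cells: 21 of 21 genes were higher and 0 lower, among them Stard4 (log2 fold change 2.65, standard error 0.108, adjusted p = 2.82e-13), Insig1 (2.33) and the master regulator Srebf2 (1.66). Apoe, which carries cholesterol out of cells, was at 3.92. DNA replication genes were higher for 40 of 45 and lower for 0, with Mcm6 at 1.13. Of the mitosis genes, 45 were higher and 1 lower, with the kinase Cdk1 at 1.54. Protocol 2 was higher in interferon response genes, all 37, with Irf7, which drives interferon production, at -4.29 and Isg20 at -3.65. Chemokines were higher in Protocol 2 for 16 of 20 and lower for 1, with Ccl6 at -4.11 and Ccl9 at -2.15 and with Ccl3 (-0.25) not passing. Of 19 complement genes 14 were higher in Protocol 2 and 3 lower, with Itgam, the CD11b chain, at -2.00. The counts did not change when adjusted over the list alone. Protocol 2 also held transcripts of other brain cells and of the pituitary: endothelial markers were higher for 12 of 14, such as Pecam1 (-5.09), Col3a1, a fibroblast collagen, stood at 57.0 ± 9.76 CPM against 0.384 ± 0.281 in 1A, 11.4 ± 6.41 in 1B and 13.6 ± 7.65 in 1C, and Pomc, a pituitary hormone precursor, at 14.6 ± 17.8 CPM. Pomc ranged from 3.1 to 35.2 CPM over the 3 Protocol 2 Control libraries, so its mean rests mainly on 1 of them. Cholesterol synthesis (camera adjusted p = 1.16e-40), chemokines (1.17e-20), DNA replication (1.16e-15), complement (4.75e-07) and endothelial markers (1.78e-12) held with an estimated correlation. Interferon (1.31e-13) and mitosis genes (7.12e-21) did not, at adjusted p = 0.292 and 0.0521. In all, 4189 of 17033 genes were higher and 5228 lower in Protocol 1 than in Protocol 2. Among those that also differed at least 2-fold, 837 were higher and 2970 lower, so most of the larger differences were genes low in Protocol 1. The root mean square difference per gene between group means, from Protocol 2, was 0.849 to Protocol 1 and 1.51 to Protocol 3 among Controls, a ratio of 1.78 (replicate SD 0.0421), and 1.03 and 1.51 with HMGB1, a ratio of 1.47 (0.0403). On PC1 the gap between the nearest libraries of Protocols 2 and 1 was 3.65% of the range, and 1.547% to 5.881% with a library left out.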

**Fig. 4:**
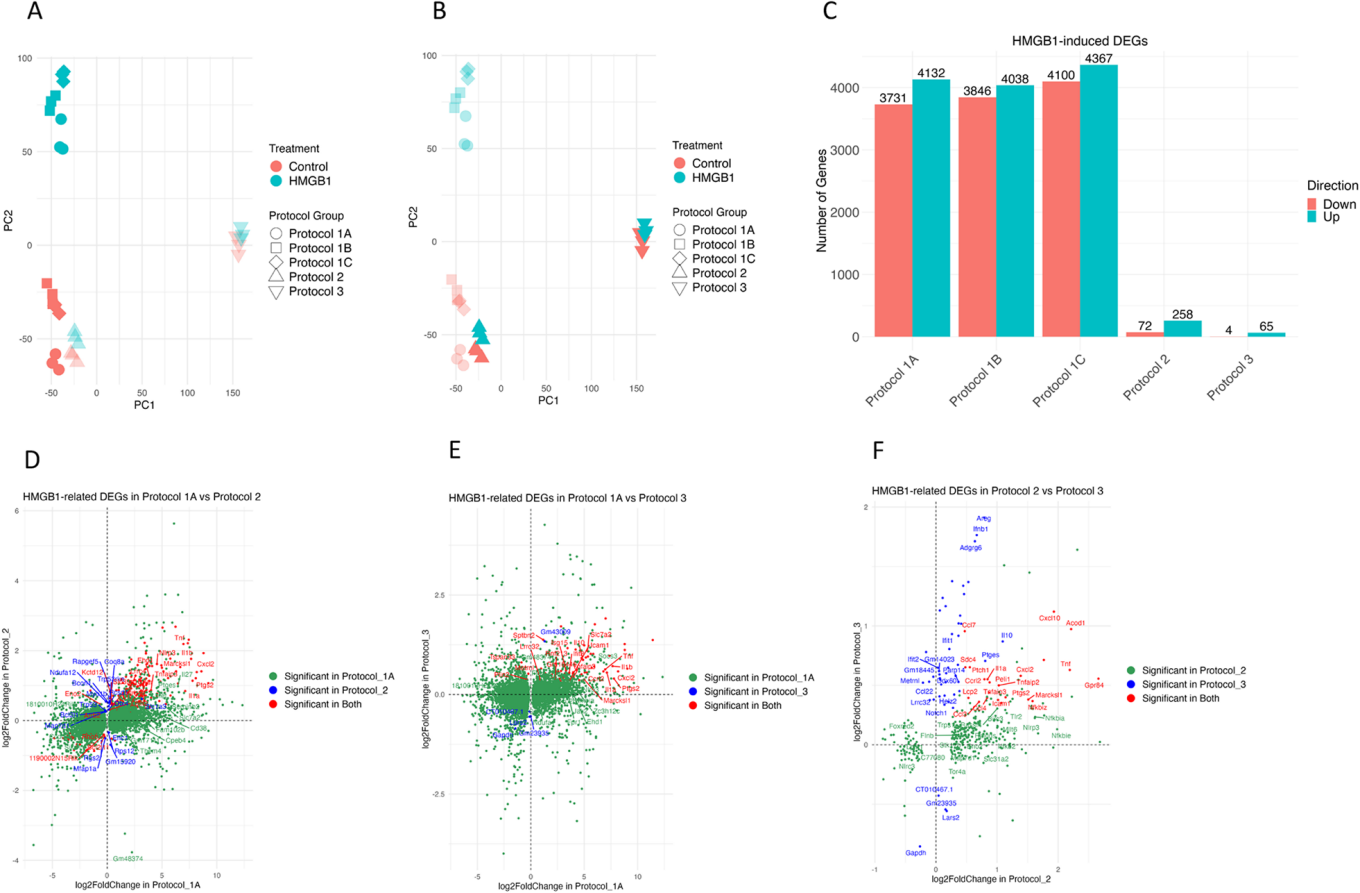
Effects of HMGB1 on transcriptomic profile of microglia from each protocol. **A**–**C** In a PCA scatter plot (**A**, **B**), microglial isolation protocols are represented by shapes: Circle (Protocol 1A), Square (1B), Diamond (1C), Triangle (2), and Upside-down triangle (3). Treatment colors are Red (Control) and Blue (HMGB1), with three replicates each. **A** Pup derived microglia are highlighted; **B** Adult derived microglia are highlighted. Grouped bar graphs (**C**) exhibit the number of DEGs after HMGB1 treatment across protocols, differentiated by Red (downregulated) and Green (upregulated) bars, with significance set at an adjusted p-value < 0.05. **D**–**F** Log2FoldChange plots display the top 250 genes, marking the 20 most significant. **D** compares Protocol 1A (X-axis) and 2 (Y-axis); **E** compares 1A (X-axis) and 3 (Y-axis); **F** compares 2 (X-axis) and 3 (Y-axis). Genes significant in the first protocol are Green, in the second are Blue, and in both are Red

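All 30 measured subunits, inhibitors and targets of NF-kB rose with HMGB1 in Protocols 1A, 1B and 1C, 24 rose in Protocol 2 and 1 in Protocol 3. The inhibitor gene Nfkbia had log2 fold changes of 3.61 in 1A, 4.59 in 1B, 3.92 in 1C, 1.62 in Protocol 2 and 0.23 (standard error 0.113, adjusted p = 0.981) in Protocol 3, where Gpr84, a fatty acid receptor, was the member that rose (0.55). Inflammatory cytokines rose for 21 of 21 in 1A, 19 of 19 in 1B, 21 of 21 in 1C, 5 of 20 in Protocol 2 and 5 of 22 in Protocol 3. In 1A they included Il1a (7.08) and Il12b (8.66), in Protocol 2 Tnfsf15 (1.53), and in Protocol 3 Il6 (1.36, standard error 0.122, adjusted p = 2.86e-04) and Areg (1.90). Chemokines rose for 17 of 19, 18 of 18 and 18 of 19 in 1A, 1B and 1C, 5 of 19 in Protocol 2 and 3 of 20 in Protocol 3. Cxcl2 rose by 8.13 in 1A and 0.58 in Protocol 3, and Ccl4 rose by 0.83 in Protocol 2. Interferon response genes rose for 33 of 37 in 1A, all in 1B and 1C, 0 in Protocol 2 and 2 in Protocol 3, with the RNA sensor Ifih1 at 3.42, 5.45, 4.80 and 1.16 in 1A, 1B, 1C and 3, and Irf7 at -0.02 in Protocol 2. Of the enzymes for prostaglandins, nitric oxide and itaconate, 7 of 15 rose in 1A and 6 fell. In Protocol 2 3 of 16 rose, and in Protocol 3 1 of 14. The enzymes in Protocol 3 passed camera at the preset correlation (adjusted p = 9.60e-04), but not in the fit of all 30 libraries (0.321). The itaconate enzyme Acod1 was at 7.33 in 1A, 2.21 in 2 and 0.97 in 3. The fit of all 30 libraries lost the Protocol 3 calls of Gpr84, Il6, Areg, Cxcl2, Ifih1 and Acod1 (adjusted p 0.075 to 0.704). That of Gpr84 was also lost without Control replicate 1, Control replicate 2 or HMGB1 replicate 2 (adjusted p = 0.161, 0.0862 and 0.206). Those of Areg and Cxcl2 were lost without Control replicate 1, HMGB1 replicate 1 or HMGB1 replicate 2. Adjusted over the list alone, the rises in Protocol 2 were 27 NF-kB genes, 6 cytokines, 9 chemokines, 0 interferon genes and 5 enzymes. In Protocol 3 they were 12, 16, 11, 16 and 3, and 35 interferon genes in 1A. With an estimated correlation camera called the NF-kB genes in 1A, 1B, 1C and 2 (adjusted p = 0.00977, 0.013, 0.00423 and 0.00295), the cytokines in 1C, 2 and 3 (0.0066, 0.0298 and 0.0126) and the chemokines in 3 (0.0195). The other set calls were lost with it. The adjusted p values were then 0.0702 and 0.141 for cytokines in 1A and 1B, 0.0702, 0.141, 0.0525 and 0.0853 for chemokines in 1A, 1B, 1C and 2, and 0.214 for NF-kB in 3. For interferon genes in 1A, 1B, 1C and 3 they were 0.598, 0.147, 0.43 and 0.222, and for the enzymes in 1A and 2 they were 0.0941 and 0.0853.

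**Figure D1:**
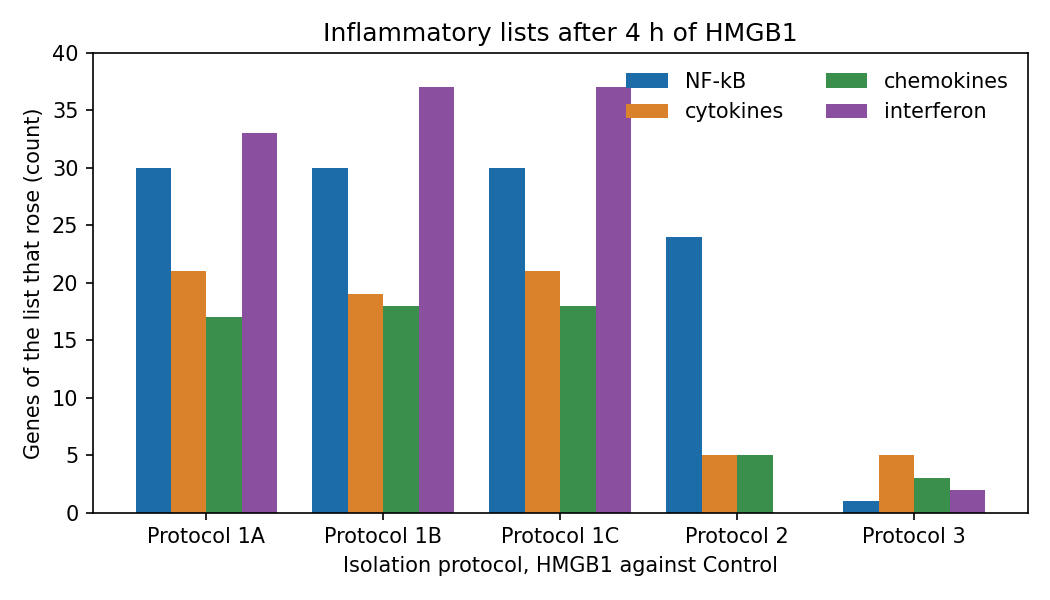
Genes of 4 inflammatory lists that rose with HMGB1 in each protocol (edgeR, adjusted p below 0.05, 3 libraries per group).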

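HMGB1 changed 8266 of 13489 genes in Protocol 1A (4008 rose and 4258 fell), 8404 of 13598 in 1B (4049 and 4355) and 8632 of 14328 in 1C (4069 and 4563). The DESeq2 Wald test gave more rises than falls in each (4143 and 3749, 4069 and 3882, 4391 and 4120), so which are more depends on the processing. In Protocol 2 it changed 232 of 15564 (188 and 44), and in Protocol 3 19 of 15401, all rises, against 806 genes at unadjusted p below 0.05. DESeq2 called 66 rises and 4 falls in Protocol 3. With 1 library left out, 127 to 227 genes changed in Protocol 2, with 7 to 51 falls, and 7 to 44 in Protocol 3. Of 188 genes that rose in Protocol 2 and were tested in both, 179 also rose in 1A, where 56.2 would by chance (Fisher's exact p = 2.56e-82), among them Nlrp3, an inflammasome sensor (1.62 in 2 and 4.51 in 1A). All 19 that rose in Protocol 3 also rose in 1A. With replicate number as a block, Protocol 2 had 1236 changed genes (721 rises, 515 falls) and Protocol 3 had 334 (262 and 72). Each blocked fit leaves 2 residual degrees of freedom, so its smallest p values rest mainly on spread shared across genes. Swapping the labels within pairs in all other ways called at most 2 and 1 genes. Blocked, Protocol 2 gained Cxcl2 at 1.38 (standard error 0.124, adjusted p = 9.26e-14) and Ptgs2 (adjusted p = 0.00832), and lost Acod1 (adjusted p = 0.0636). Protocol 3 gained Cxcl10 at 1.14 (standard error 0.0550, adjusted p = 7.16e-12) and the NF-kB inhibitors Nfkbia (adjusted p = 1.08e-04) and Tnfaip3 (6.44e-12). In Protocol 3 the blocked rises were 13 of 22 cytokines, 12 of 20 chemokines, 16 of 30 NF-kB genes and 17 of 37 interferon genes. With an estimated correlation the blocked cytokines and chemokines gave adjusted p = 0.0699 and 0.0699. In Protocol 2 the blocked cytokines gave 0.158. There 10 of 37 interferon genes rose with the block, and that list passed (camera adjusted p = 1.84e-04) where it had not without the block (0.185). The estimated correlation gave adjusted p = 0.638. Every HMGB1 split gave more calls than the 9 other ways to divide its 6 libraries, which reached at most 1; 10 splits are too few for a share under 0.05.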

HMGB1 treatment resulted in up- and down-regulation of numerous genes in neonate-derived cells, greatly exceeding the responsiveness of adult-derived cells (Fig. 4C). Log2FoldChange plots elucidate gene-specific responses (Fig. 4D–F), for protocol 1A compared to protocol 2 (Fig. 4D), protocol 1A to protocol 3 (Fig. 4E), and protocol 2 to protocol 3 (Fig. 4F).

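Tested as a difference between responses, the log2 fold change of Tnf in Protocol 2 minus that in 1A was -4.75 (standard error 0.229, adjusted p = 1.23e-14), and in Protocol 3 minus 1A -6.34 (standard error 0.232, adjusted p = 2.94e-17). Protocol 3 also had a smaller rise than Protocol 2 (-1.59, standard error 0.217, adjusted p = 1.23e-04). Of 23 inflammatory cytokines, 20 responded less in Protocol 2 than in 1A and 21 less in Protocol 3, with Il6 at -10.69 and -9.87 and Csf3, a growth factor for granulocytes, at -9.97 and -10.03. Of 20 chemokines, 17 and 18 responded less in Protocols 2 and 3, with Ccl3 at -3.81 and -4.18. NF-kB genes did so for 28 and 30 of 30, with the deubiquitinase gene Tnfaip3 at -3.12 and -3.57. Interferon genes did so for 36 and 35 of 37, with the guanylate-binding Gbp5 at -6.48 and -6.25. Some genes that fell in 1A differed the other way, such as Angptl4, a lipase inhibitor (5.23 and 5.13), and Gpr183, an oxysterol receptor (3.88 and 4.05). Between the adult protocols, 15 of 30 NF-kB genes responded less in Protocol 3 than in 2, with Nfkbie at -1.88 and Nlrp3 at -1.42. No interferon gene differed, with Ifit2, an interferon-induced RNA-binding protein, at 0.59, though as a set they passed camera upward (adjusted p = 0.0095, and 0.998 with an estimated correlation). That call was lost without any 1 of 5 libraries (adjusted p = 0.0659 to 0.543), and Ifit2 passed with no filter beyond 1 count (0.00346). Metrnl (0.71) was among the 4 genes higher in Protocol 3. Adjusted over the list alone, cytokines reached 21 and 22, chemokines 18 and 18, NF-kB genes 28 and 30, and interferon genes 37 and 37 against 1A. NF-kB genes reached 25 between Protocols 3 and 2. Camera passed all of these against 1A, and the NF-kB genes between the adult protocols (adjusted p = 1.95e-89). With an estimated correlation only the interferon genes lost the call against 1A (adjusted p = 0.225 and 0.378). Responses differed for 2907 genes upward and 3102 downward of 18182 between Protocols 2 and 1A, 2630 and 3470 between 3 and 1A, and 4 and 63 between 3 and 2. In 4, 5 and 7 of 60 ways to relabel the libraries, the real one included, a fit of the libraries of the protocols compared called as many genes (6496, 5955 and 62). Each share was above 0.05, so by this count alone chance was not excluded. Each of the others as large kept the treatment groups of one protocol intact and so its response. The 51, 48 and 47 that mixed both called at most 0, 0 and 1 genes.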

Several metagenes have been shown to correspond to developmental stages—yolk sac, early microglia (day 14 or younger), pre microglia (E14 to P9) and adult microglia (4 weeks and older), using nonnegative matrix factorization (NMF) [27]. NMF is a method for identifying distinct molecular patterns that reduces the dimension of expression data from thousands of genes to a handful of metagenes [5]. 

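Lyz2, which encodes lysozyme and is a yolk sac metagene, stood at 16355 ± 957 CPM in Protocol 1A Controls, 17224 ± 840 in Protocol 2 and 254 ± 48.3 in Protocol 3. Its log2 fold change over Protocol 3 was 5.65 (standard error 0.143, adjusted p = 3.75e-18) for Protocol 1 and 6.00 for Protocol 2. The other yolk sac gene, the chemokine Pf4, was higher than in Protocol 3 by 1.84 and 0.44, at 103 ± 6.30 CPM in 1A and 30.9 ± 1.53 in Protocol 3. Its call in Protocol 2 was lost without Protocol 3 Control replicate 3 (adjusted p = 0.0537). Both early microglia genes were higher in the cultured cells: the endocytic adaptor Dab2 by 1.49 in Protocol 1 and 0.79 in Protocol 2, and the replication helicase subunit Mcm5 by 3.86 and 2.48. Both pre microglia genes were higher in Protocol 3. Csf1, a growth factor of macrophages, stood at 1439 ± 173 CPM there against 20.4 ± 3.98 in 1A and 96.0 ± 7.83 in Protocol 2, log2 fold changes of -6.12 and -3.99, and Crybb1, a crystallin, at 71.8 ± 7.68 CPM against 0.579 ± 0.276 in Protocol 2 (-7.04). Cd14, the lipopolysaccharide co-receptor and an adult microglia gene, was higher in Protocol 3 as well, by 3.20 over Protocol 1 and 3.67 over Protocol 2. Thus 2 of 2 yolk sac and 2 of 2 early microglia genes were higher in Protocol 1 than in Protocol 3, and 2 of 2 pre microglia genes lower, with the same counts for Protocol 2 and when adjusted over the list alone. The study chose these genes to show, so the counts are not independent evidence. HMGB1 moved some of them too: in 1A Csf1 rose by 2.54, Cd14 rose by 2.27 and Mcm5 fell by 0.58, and in Protocol 3 neither Csf1 nor Cd14 passed, with Csf1 at 0.02 and Cd14 at 0.06.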

We quantified the expression of these NMF-identified metagenes in microglia from Protocol 1, 2 and 3, and found that microglia from Protocols 1 and 2 had increased expression of metagenes associated with yolk sac and early microglia metagenes, whereas cells from Protocol 3 had increased expression of metagenes associated with pre microglia and adult (Fig. 5A, Additional file 1: Figure S2). We then integrated our dataset with the external dataset, sourced from “Microglia development follows a stepwise program to regulate brain homeostasis,” with GEO accession number GSE79819 [27] and analyzed the datasets together. Protocol 1 and 2 microglia align most closely with early microglia and pre-microglia from the external dataset, along PC2 (Fig. 5B), and Pearson correlation revealed that Protocol 1 and Protocol 2 had higher R^2^ values when compared to early and pre microglia than when compared to adult microglia (Fig. 5C). We then performed differential gene expression (DGE) analysis to identify which transcriptional patterns are responsible for protocol-dependent shifts in our dataset and were analogous to the developmental stage-dependent shifts in the external dataset. We compared DEGs between protocol 3 and protocol 1 and between adult and early microglia in the external dataset (Fig. 5D). 

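Protocol 1 Controls (the mean of 1A, 1B and 1C) held more transcripts for cell division than Protocol 3 Controls: 47 of 48 mitosis genes were higher and 0 lower, with Cdk1 at 4.58 (standard error 0.124, adjusted p = 1.05e-17) and cyclin B1, Ccnb1, at 4.83, and 41 of 45 DNA replication genes were higher and 2 lower, with Mcm6 at 3.31. All 21 cholesterol synthesis genes were higher in Protocol 1, such as Mvk (4.16) and Dhcr7 (4.59), as were 43 of 45 nuclear genes of oxidative phosphorylation, with 1 lower and Sdhc at 1.98. Genes of phagocytes and disease-associated microglia were higher for 24 of 30 and lower for 3: Gpnmb at 8.63, Fabp5 at 6.48 and the growth factor Igf1 at 6.14, while Ctsz (0.07) did not pass. Immediate early genes were lower in Protocol 1 for 27 of 28 and higher for 1. Dusp1 stood at 17.1 ± 2.25 CPM in 1A and 3993 ± 529 in Protocol 3 (log2 fold change -7.63, standard error 0.0830, adjusted p = 3.18e-23), and Jun, a subunit of AP-1, was at -3.97. NF-kB genes were lower for 25 of 30 and higher for 2, with Nfkbiz at -5.89, and inflammatory cytokines lower for 16 of 21 and higher for 2, with Il1a at -8.83 and Tnf at -5.63. Heat shock genes were lower for 15 of 16 and higher for 1, with Hsp90aa1 at -4.56. None of these counts changed when adjusted over the list alone. Markers of other cells differed as well. All 14 endothelial genes were lower in Protocol 1, with Cldn5, a tight junction protein, at 14.7 ± 0.987 CPM in Protocol 3 and 0 counts in Protocol 1 Controls, and the neutrophil protein S100a8 was at 97.1 ± 45.6 CPM in Protocol 3 and 4.48 ± 0.481 in 1A. The Y-linked gene Ddx3y had reads in every Protocol 1 library and 0 counts in every Protocol 2 and 3 library. With an estimated correlation camera kept the immediate early (adjusted p = 3.62e-04), NF-kB (0.00932), cytokine (0.0143) and phagocyte genes (0.0337). It lost mitosis (adjusted p = 0.113), DNA replication (0.0618), cholesterol synthesis (0.113), oxidative phosphorylation (0.0561), heat shock (0.113) and endothelial genes (0.0554), which passed with the preset one. Of 17033 genes, 6347 were higher and 7299 lower in Protocol 1 than in Protocol 3 Controls, and 9640 of them differed at least 2-fold. In a fit of these libraries alone, the real one of 40 splits called 12194 genes and the highest other 0. The external data set was not analysed here.

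**Figure D2:**
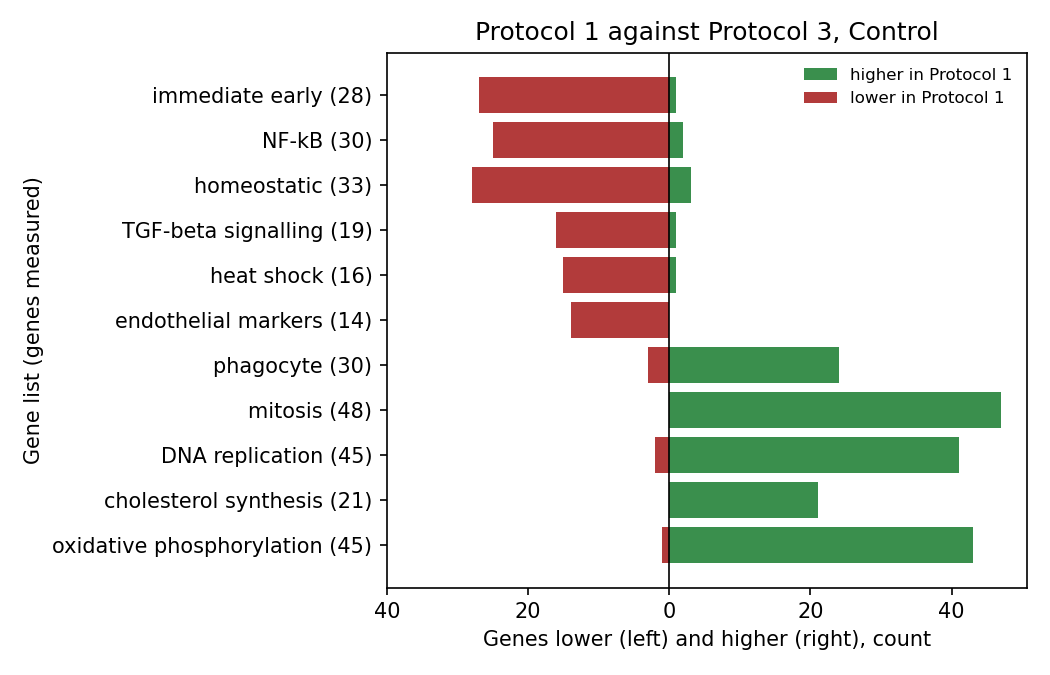
Genes of 11 lists that were lower or higher in Protocol 1 than in Protocol 3 Controls (edgeR, adjusted p below 0.05; 9 and 3 libraries), with the genes measured in brackets.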

5238 of the DEGs between Protocol 1 and Protocol 3 were also identified as DEGs between early and adult microglia in the external dataset (Fig. 5E). We then identified all genes with a log_2_fold change greater than 2, and p-value less than 0.01, in protocol 1 compared to protocol 3, and early microglia compared to adult microglia. This generated a list of 399 genes, which we then submitted to EnrichR for gene set enrichment analysis. We identified the top ten GO Biological Process 2023 which corresponded to our gene list. This revealed a variety of cell cycle related terms as expected (Fig. 5F)

**Fig. 5:**
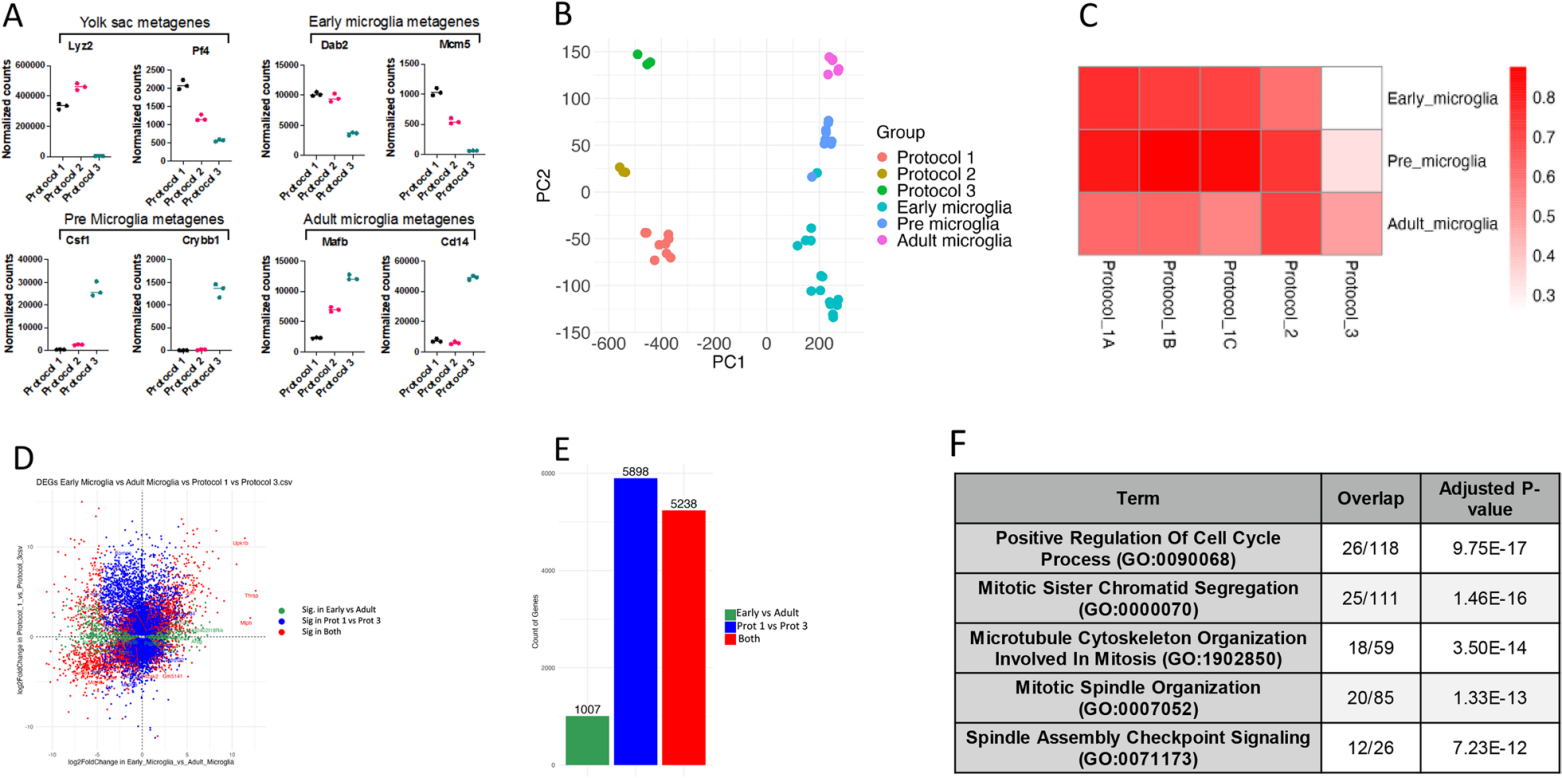
Transcriptomic profile of untreated microglia compared to developmental states. **A** Scatter dot plots showing the normalized gene counts for NMF metagenes identified in the external dataset, across our untreated conditions (Protocol 1, Protocol 2, Protocol 3), and corresponding to specific microglial developmental stages (Yolk sac, Early Microglia, Pre Microglia, Adult Microglia). **B** PCA plot illustrating the overlap between our bulk sequencing dataset for untreated conditions and external dataset. **C** Heatmap of Pearson correlation R^2^ values comparing five conditions, untreated, from our dataset (Protocol_1A, Protocol_1B, Protocol_1C, Protocol_2, Protocol_3) with those in the external dataset (Early_microglia, Pre_microglia, Adult_microglia); white corresponds to R^2^ = 0.3 and red to R^2^ = 0.8. **D** Log2 fold-change plot displaying DEGs comparing Protocol 1 vs Protocol 3 and Early Microglia vs Adult Microglia; green dots represent DEGs significant only in the early vs adult comparison (*p* < 0.05), blue dots are significant only in Prot 1 vs Prot 3 comparison(*p* < 0.05), and red dots are significant in both. **E** Bar graph depicting the number of significant DEGs unique to each comparison and those common to both; colors correspond to those in panel D. **F** Summary chart of Gene Ontology (GO) analysis conducted on genes with log2 fold-change > 2, and p < 0.01, in both our dataset comparing Protocol 1 with Protocol 3, and in the external dataset, comparing Early Microglia with Adult Microglia; analysis utilized EnrichR to identify GO Biological Process 2023 terms

## Discussion

Microglia are the primary resident immune cells of the central nervous system, and they have a broad range of functions, including maintaining homeostasis, mediating neuroinflammation, and modulating neural circuitry [30]. Importantly, microglial gene expression in mice correlates closely with microglial gene expression in humans [14]. Therefore, a robust in vitro model is essential for studying human disease. In this study, we compared five protocols which can be used to isolate and culture microglia: three variations of isolation from MGC from neonates and two isolation protocols from adult. We analyzed each protocol for microglial yield, RNA yield/quality, baseline transcriptional profile, and response to HMGB1 stimulation. Our findings of greater than 90% purity across all isolation methods corroborate existing studies [4, 34, 35].

Our findings reveal that microglia from neonatal mice exhibit a greater number of differentially expressed genes in response to HMGB1 treatment than microglia from adult mice. This difference underscores the distinct behaviors of neonatal-derived microglia compared to adult microglia. Moreover, we demonstrated that all three variations of isolation protocols derived from MGCs were similar. However, the variation in gene expression profiles between Protocols 1, 2, and 3 prompts caution in generalizing results obtained from different protocols.

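Without GM-CSF (1B), Control cells held fewer transcripts that this cytokine drives: of 19 GM-CSF targets, 11 were lower than in 1A and 2 higher, with the receptor chain Csf2rb at -1.45 (standard error 0.0920, adjusted p = 5.90e-10) and the chemokine Ccl22 at -3.74, and with Itgax (-0.33) not passing. MHC class II presentation genes were lower for 9 of 13 and higher for 0, such as Cd74, the invariant chain (-3.42), and H2-DMa (-2.29). NF-kB genes were lower for 22 of 30 and higher for 2, with the receptor Tlr2 at -1.81, and interferon response genes for 34 of 37, with the antiviral synthetase Oas3 at -4.64 and the nucleic acid sensor Zbp1 at -3.64. Enzymes for prostaglandins, leukotrienes and nitric oxide were lower for 9 of 16 and higher for 2, with Alox5 at -2.88. Homeostatic genes moved the other way, 14 of 33 higher and 3 lower, with the Fc receptor-like Fcrls at 2.67 and the lipid sensor Trem2 at 1.09. The monocyte gene Ly6c2 had 36.7 ± 19.7 CPM in 1A and 0 counts in 1B, and the monocyte chemokine receptor Ccr2 was at -6.16. Adjusted over the list alone, the lower genes were 14 GM-CSF targets, 11 MHC class II, 23 NF-kB, 37 interferon and 10 enzyme genes, and 14 homeostatic genes were higher. Camera called GM-CSF targets, MHC class II, NF-kB and enzyme genes also with an estimated correlation (adjusted p = 0.00234, 0.0194, 0.0344 and 0.0194), and lost interferon (adjusted p = 0.327) and homeostatic genes (0.142). Fewer interferon genes passed without 1A Control replicate 3 (22) or 1B Control replicate 3 (21). In all, 3107 of 17033 genes were higher and 2140 lower in 1B than in 1A.

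**Figure D3:**
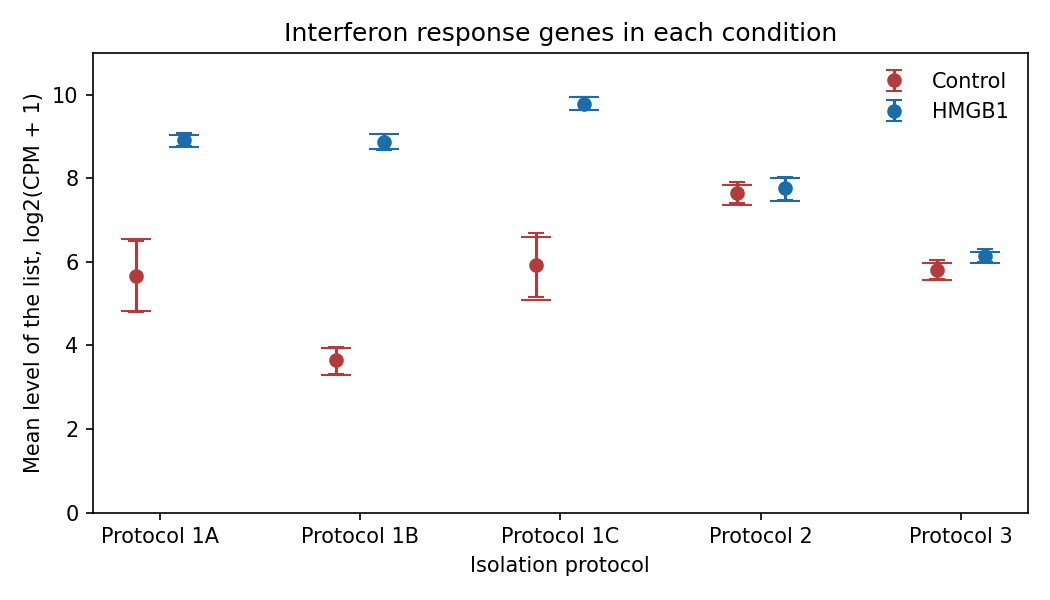
Mean level of 37 interferon response genes in each condition: mean ± SD of 3 libraries, with bars at the lowest and highest library.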

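After 21 days (1C), Control cells had fewer transcripts for division and sterols than 1A at 10 days: 37 of 48 mitosis genes were lower and 0 higher, with Cdc20, an activator of the anaphase, at -1.81 (standard error 0.207, adjusted p = 3.43e-06), and 20 of 21 cholesterol synthesis genes were lower, with Nsdhl at -1.25. Complement genes were higher for 10 of 19, with the C1q chains C1qa (1.99), C1qb (1.64) and C1qc (1.83), and chemokines for 10 of 20 with 1 lower, such as Ccl7 (2.90). Apoe was at 1.71. Transcripts of other brain cells were higher too: oligodendrocyte lineage markers were higher for 12 of 14 and lower for 1, astrocyte markers for 8 of 13 and lower for 2, and mural and fibroblast markers for 6 of 11. The collagen gene Col1a1 stood at 25.6 ± 6.53 CPM in 1C and 0.968 ± 0.491 in 1A, with 20.4 ± 10.8 in 1B. No interferon gene differed between 1C and 1A, with Bst2 at -0.03. Adjusted over the list alone, 40 mitosis and 21 cholesterol synthesis genes were lower, and 10 complement, 12 chemokine, 12 oligodendrocyte, 9 astrocyte and 7 mural and fibroblast genes higher. Camera passed these 7 lists with the preset correlation and none with the estimated one, at adjusted p = 0.0625 for mitosis, cholesterol, complement and chemokine genes, 0.0888 for oligodendrocyte and for mural and fibroblast markers, and 0.246 for astrocyte markers. The responses to HMGB1 differed too. In 1B the rise was larger than in 1A for 34 of 37 interferon genes (37 adjusted over the list alone), with Gbp2 at 3.42 (standard error 0.592, adjusted p = 6.80e-04), and for 21 of 30 NF-kB genes (22), with Tlr2 at 1.38, and camera kept both with an estimated correlation (adjusted p = 0.0331 and 5.96e-04). The mean log2 level of the interferon genes was 8.93 in 1A and 8.87 in 1B with HMGB1, and 5.66 and 3.64 in Control, so the larger rise goes with the lower Control level. Il1b responded more in 1B by 4.99 and in 1C by 2.29. Genes of the unfolded protein response responded less in 1B for 9 of 21 (12 adjusted over the list alone). Of 17033 genes, 2230 were higher and 1348 lower in 1C than in 1A Controls. The response differed from that of 1A for 672 genes upward and 583 downward in 1B and for 993 and 1551 in 1C. With DESeq2 size factors the last pair was 1215 and 1032, with no filter beyond 1 count 1324 and 1268, and by the DESeq2 Wald test 1422 and 1278, so the direction of the excess in 1C depends on the processing. Of 60 relabelings 4 and 7 gave counts as large for 1B and 1C, the real ones included. Both shares were above 0.05, so by this count alone chance was not excluded. The others as large kept one protocol's treatment groups intact and so its response. The 43 and 46 that mixed both called at most 0 and 1 genes, against 1408 and 2084 for the real ones in that fit of 12 libraries.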

Prior research has demonstrated that microglia isolated from mice at different developmental stages exhibit unique transcriptional signatures, and metagenes have been identified which are associated with each developmental stage [5]. Although we did not include acutely cultured neonatal microglia in our experiments to compare directly with microglia from Protocol 3, we did find that expression of these metagenes differed across isolation protocols. Specifically, microglia from protocols 1 and 2 expressed metagenes associated with early and pre-microglial stages, whereas those from protocol 3 expressed metagenes associated with adult microglia. By integrating this external RNAseq dataset with our own, we further validated these observations. Collectively, our findings suggest that cultured microglia, regardless of originating from neonates or adults, adopt a transcriptional signature skewed towards earlier developmental stages. 

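Adgrg1, an adhesion receptor of adult microglia, stood at 168 ± 3.10 CPM in Protocol 3 Controls, 10.8 ± 0.408 in Protocol 2 and 0.0673 ± 0.0384 in 1A. Tmem119, a surface marker of resident microglia, was at 60.01 ± 21.1, 4.70 ± 0.245 and 1.24 ± 0.186 CPM. Of the homeostatic genes, 28 of 33 were lower in Protocol 1 than in Protocol 3 and 3 higher, with Bin1 at -3.73 and Rhob at -3.26. The growth arrest ligand Pros1 (0.09) and the phagocytic receptor Mertk (0.01) did not pass. Both calls depend on the processing. Pros1 was lower with 1A alone as Protocol 1 (-0.36, adjusted p = 0.00185). It was higher with no filter beyond 1 count (0.22, adjusted p = 0.0129) and with only the groups compared (0.22, adjusted p = 0.0147). Mertk was higher without Protocol 3 Control replicate 3 (0.23, adjusted p = 0.0341). Genes of TGF-beta signalling, which maintains the homeostatic state, were lower for 16 of 19 in Protocol 1 and higher for 1. In Protocol 2 they were lower for 12 and higher for 5. The receptor Tgfbr1 was lower by 3.68 and 3.77, the transducer Smad3 by 3.92 and 2.46, and the target Smad7 by 6.02 and 5.10, all log2 fold changes against Protocol 3. The receptor Tgfbr2 was at 0.08 in Protocol 1. Its direction turned too: -0.31 (adjusted p = 0.00493) with 1A alone and 0.21 (adjusted p = 0.0131) with no filter beyond 1 count. The counts were the same when adjusted over the list alone, and camera called both lists against Protocol 1 also with an estimated correlation (adjusted p = 0.01 for homeostatic and 0.00446 for TGF-beta genes), as it did the TGF-beta genes in Protocol 2 (0.0296). Age, culture and growth factors differ together between these protocols, and Protocols 2 and 3 share the age of the mice. From the metagenes and the external data, the paper proposes that culture, whatever the age of the mouse, moves microglia towards earlier stages of development.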

Future studies could investigate these effects more directly by comparing microglia derived from each protocol prior to and after culture.

A recent study by Cadiz et al. used scRNA seq to reveal that cultured microglia are heterogenous and deviate from in vivo microglia by undergoing a “culture shock” characterized by an activated transcriptional state [6]. Our analysis suggests that the described “culture shock” transcriptional state may resemble that of an earlier developmental stage.

It has previously been shown that mature microglia lose their signature gene expression rapidly after isolation, and this can be reversed by engrafting cells back into an intact brain [3]. Therefore, it is likely that the protocol-dependent genetic signatures identified here are reversible if given the right environmental stimuli. TGF-β, an important mediator of inflammation and embryogenesis, has been identified as a key molecule secreted by astrocytes and neurons that preserves the in vivo microglial transcriptional state [2].

Additionally, the use of acutely isolated microglia without culture has several limitations. The isolation process involves brain tissue dissociation, myelin removal, and microglia isolation using targeted antibodies conjugated to magnetic beads or fluorescent molecules, which can impact the microglial baseline transcriptional and functional state. In our studies, acutely isolated microglia yielded significantly lower RNA compared to other protocols (Fig. 2). Although culturing microglia has drawbacks, it allows recovery from isolation shock. Cold dissociation has been employed to reduce this shock, but it results in lower yields, reduced viability, and increased cell clumping, complicating its experimental use [4].

There is a need for careful consideration in the selection of microglial isolation and culturing methods, particularly when the focus of the study involves the role of microglia at different developmental stages or under different pathological conditions. Moreover, the differential expression of metagenes across isolation protocols and diverse responses to HMGB1 stimulation underscores the necessity for standardization in experimental designs, for reliable cross-study comparisons. Overall, acknowledging these nuances could enhance the rigor and interpretability of microglial studies.

In summary, this study evaluates five microglia isolation protocols, revealing high purity across all methods but with variations that have biological implications. We extend the concept of “culture shock” by demonstrating that observed transcriptional alterations parallel developmentally relevant states in microglia. Our findings serve as both a methodological guide and a contextual framework for understanding the biological nuances inherent in microglia isolation.

### Supplementary Information

**Additional file 1: Figure S1.** Flow cytometry of microglia-specific cell surface markers. A,B) Microglia isolated using protocol 1; C,D) Microglia isolated using Protocol 3; E,F) Cell suspension from whole brain. **Figure S2.** Scatter dot plots of normalized gene counts for NMF metagenes across all 5 conditions.

## Data Availability

All sequencing data generated and analyzed during this study are publicly accessible in the GEO repository. The datasets can be retrieved under the accession number GSE242683.

# Supplementary material for: Impact of microglia isolation and culture methodology on transcriptional profile and function
**Source:** J Neuroinflammation. 2024 Apr 8;21:87. doi: 10.1186/s12974-024-03076-w
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Flow cytometry of microglia-specific cell surface markers. A,B) Microglia isolated using protocol 1; C,D) Microglia isolated using Protocol 3; E,F) Cell suspension from whole brain. Figure S2. Scatter dot plots of normalized gene counts for NMF metagenes across all 5 conditions.

## Slide 1
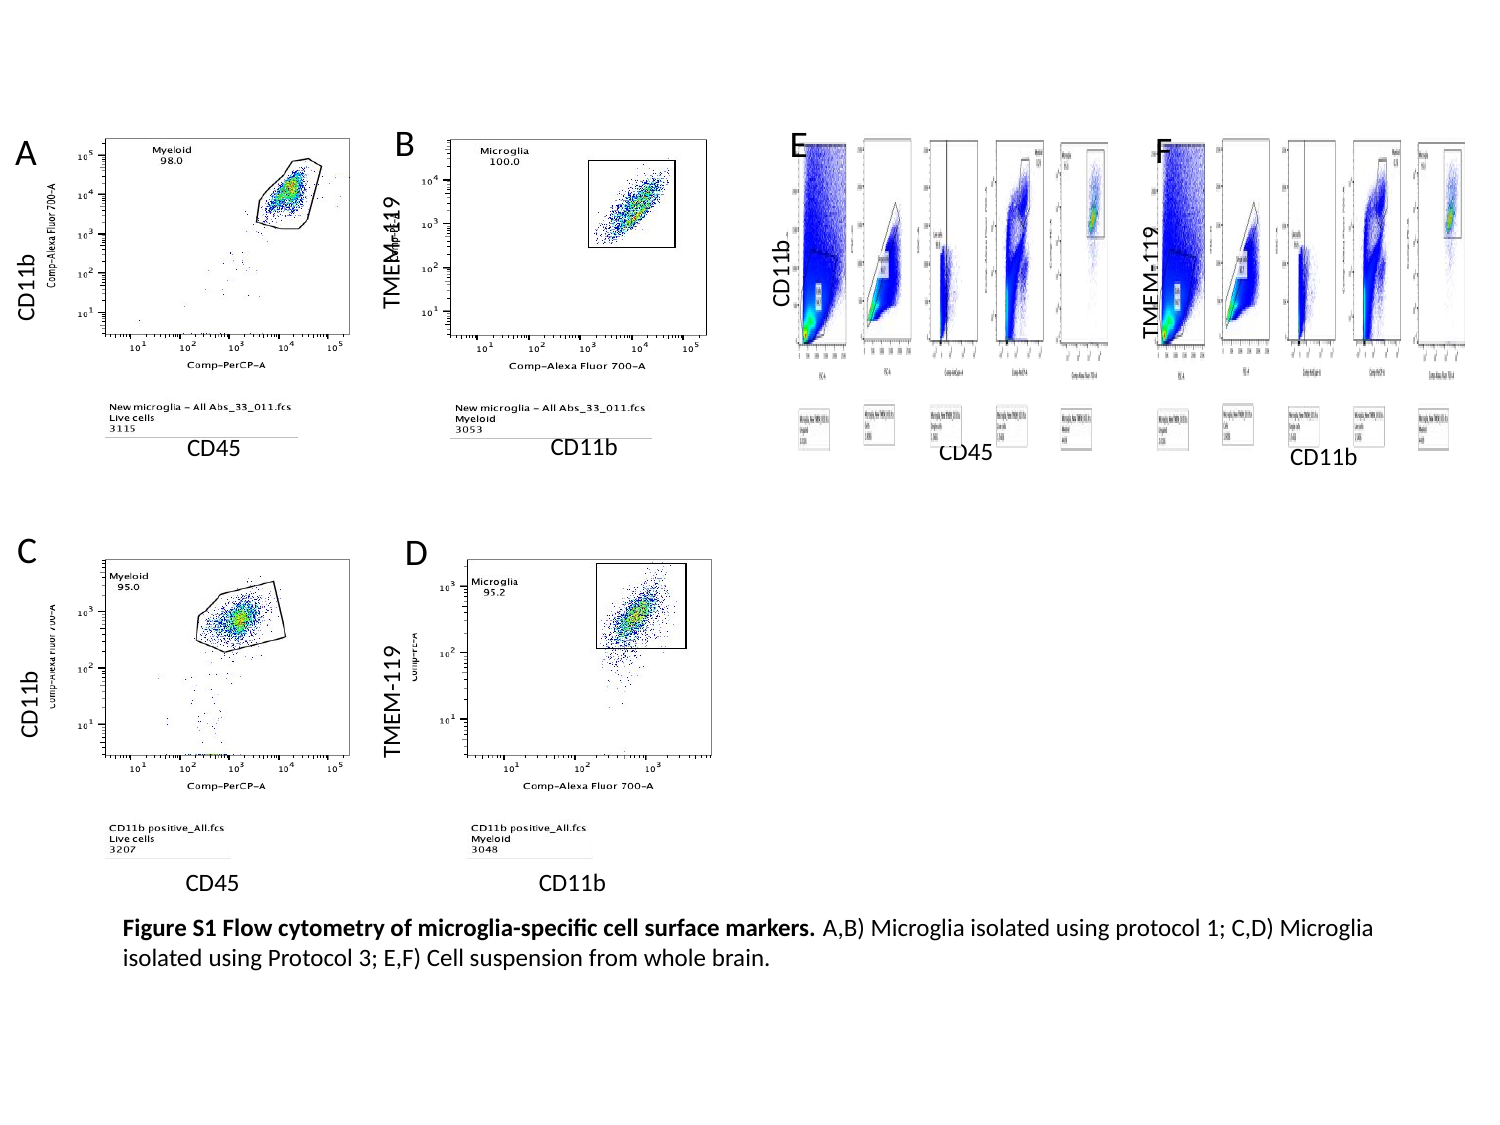

B
E
F
A
TMEM-119
CD11b
TMEM-119
CD11b
CD11b
CD45
CD45
CD11b
C
D
TMEM-119
CD11b
CD45
CD11b
Figure S1 Flow cytometry of microglia-specific cell surface markers. A,B) Microglia isolated using protocol 1; C,D) Microglia isolated using Protocol 3; E,F) Cell suspension from whole brain.

## Slide 2
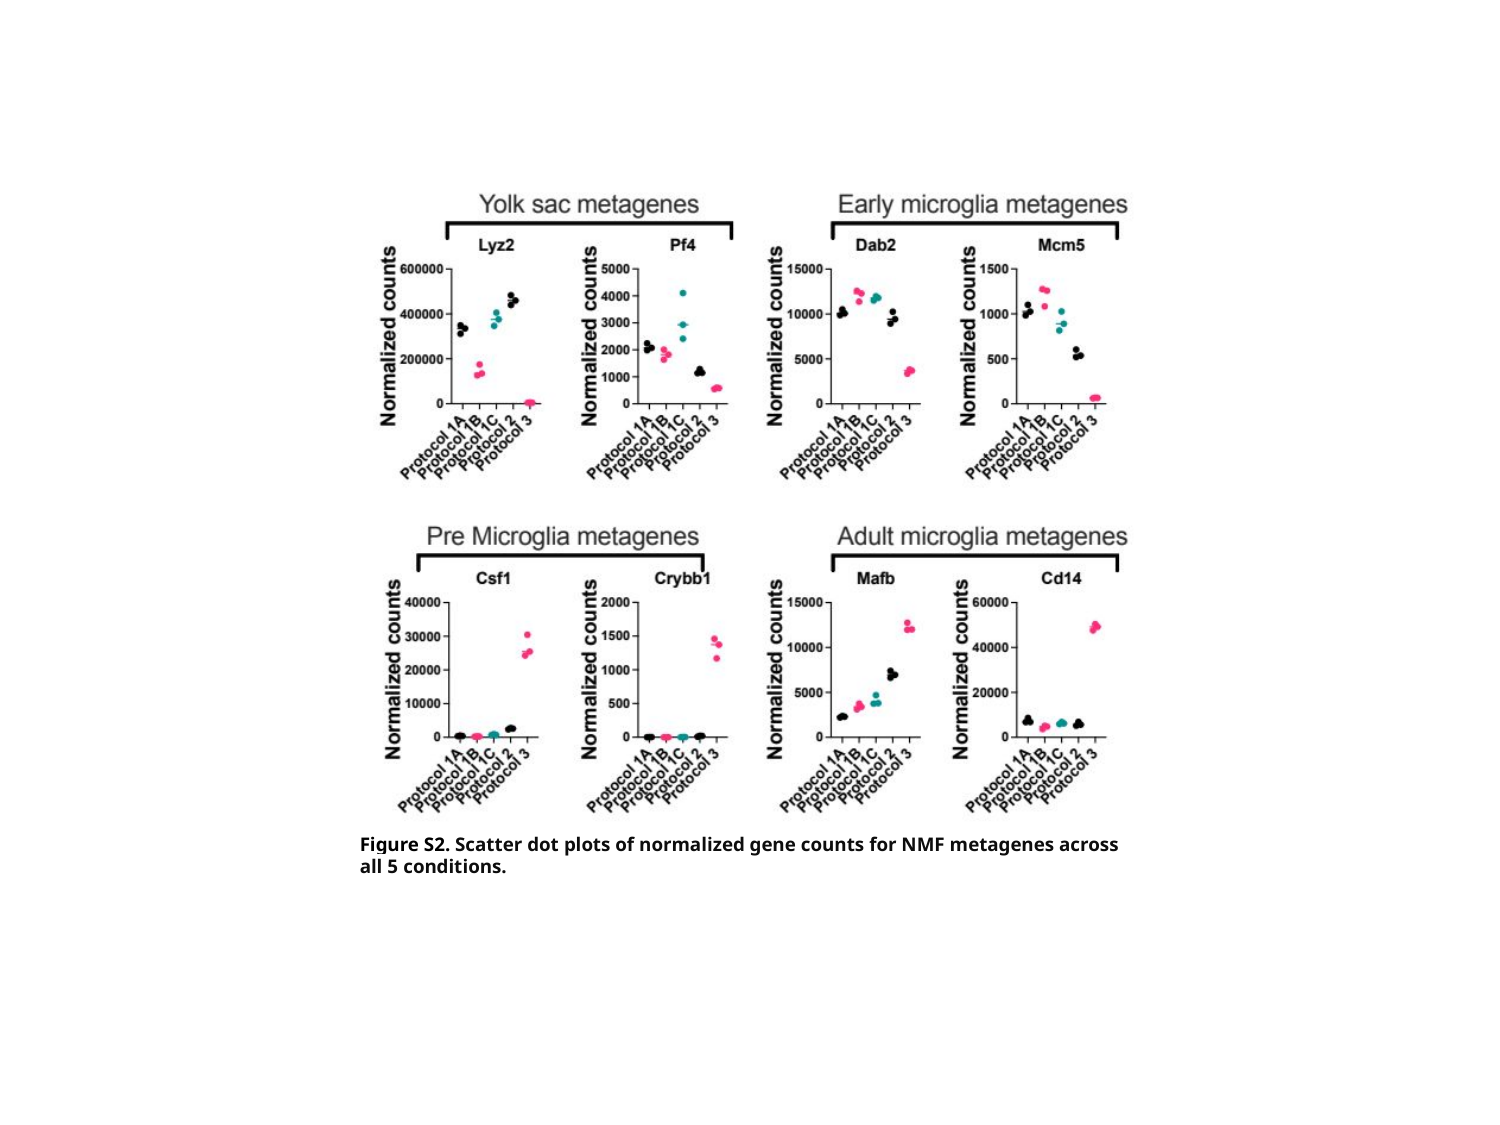

Figure S2. Scatter dot plots of normalized gene counts for NMF metagenes across all 5 conditions.

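In DESeq2 normalized counts, Control means ± SD over 3 libraries, Lyz2 was 330607 ± 18166 in 1A, 153872 ± 25659 in 1B, 372108 ± 32282 in 1C, 349847 ± 16331 in Protocol 2 and 5800 ± 1078 in Protocol 3. Among the neonatal protocols Lyz2 was lower in 1B than in 1A by a log2 fold change of 1.07. Csf1 was 412 ± 79.5 normalized counts in 1A, 259 ± 27.4 in 1B and 769.7 ± 136 in 1C, lower in 1B (-0.64) and higher in 1C (0.93), and 32875 ± 3883 in Protocol 3. Cd14 was lower in 1B (-0.59), with -0.23 in 1C, and Pf4 was at -0.08 in 1B. Crybb1 had at most 5 counts in any Protocol 1 Control library and 1642 ± 184 normalized counts in Protocol 3.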

How the deposited data were processed for this re-analysis (not part of the article)

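The data are bulk RNA sequencing of mouse microglia from 5 protocols with and without HMGB1, in 30 libraries of 10 groups with 3 libraries each. The authors aligned the reads with HISAT2 2.0.5 and counted them with featureCounts 1.5.0-p3, and the deposited table holds integer counts per gene; every value of it is a whole number and the totals per library fit read counts. Its gene positions match those of GENCODE release M21 for 98.3% of the shared gene identifiers, and the sources used here do not name a genome build. Reads were not realigned. The external data set that the paper compares with was not analysed here.

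All fits were made in R 4.3.3. Genes were kept by filterByExpr of edgeR 4.0.16, libraries were scaled by TMM, and dispersions were fitted with the robust quasi-likelihood method. P values come from the quasi-likelihood F test and were adjusted by the Benjamini-Hochberg method over the genes of each comparison, with adjusted p below 0.05 as the threshold and no minimum fold change. The response to HMGB1 was tested in a fit of the 6 libraries of each protocol, the Controls in a fit of 15 libraries, with Protocol 1 as the mean of 1A, 1B and 1C, and the differences between responses in a fit of 30. Standard errors of log2 fold changes were taken from the F statistic. Genes with 0 counts in a group are given as levels, since a fold change against 0 is only a lower bound.

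Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01 and with the correlation estimated from the data, and adjusted by Benjamini-Hochberg over the lists of at least 3 measured members in each comparison; smaller lists are given as counts. A second count adjusts the p values over the members of the list alone. Principal components were computed with prcomp on DESeq2 1.42.0 variance-stabilized values, scaled to the range over the libraries, and distances as root mean square differences of group means. The overlap of gene lists was tested with a two-sided Fisher's exact test, and statmod 1.5.0 served the robust fits.

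Most genes named in the text were picked by a fixed rule. It took the genes that the study names or shows and the 10 largest rises and falls of each comparison. The latter were protein-coding genes that passed, with a mean of at least 10 CPM in the higher group and no overlap between the groups. Of each list it took up to 4 members that passed with the smallest adjusted p and up to 2 of the highest level that did not. The Y-linked genes and Xist were outside the rule and were chosen after their values were seen. Results for a few genes are not reported here.

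Replicate numbers were checked as pairs by the correlation of residuals between the Control and HMGB1 libraries of the same number. In Protocols 2 and 3 each library was closest to its own number in all 3 pairs. Correlations were above 0.1, namely 0.288, 0.185 and 0.180 in Protocol 2 and 0.151, 0.131 and 0.186 in Protocol 3. The fit with the replicate number as a block is therefore given beside these protocols. It leaves 2 residual degrees of freedom, so its smallest p values rest mainly on spread shared across genes.

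The pipeline was tested on simulated data, counts drawn at the Control means and the fitted spread with 200 genes changed. At a 1.5-fold, 2-fold and 4-fold change it recovered 62.7%, 80.6% and 92.4% of them in Protocol 1A. In Protocol 2 it recovered 52.2%, 73.1% and 97%, and in Protocol 3 49.3%, 79.1% and 89.4%. Unchanged genes were called too, 16 in Protocol 1A, 11 in Protocol 2 and 16 in Protocol 3. The true calls beside them were 42, 54 and 61 in 1A, 35, 49 and 64 in 2, and 33, 53 and 59 in 3.

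The alternatives fixed in advance were DESeq2 size factors, the DESeq2 Wald test, no filter beyond 1 count in total, a minimum absolute log2 fold change of 1, the replicate number as a block, leaving out each library in turn, leaving out mitochondrial and rRNA-type genes, all 30 libraries in one fit for the responses, only the libraries of the groups compared for the Controls, Protocol 1A alone as Protocol 1, and for the components log2 CPM with a prior count of 2 and the 500 genes of largest variance. Labels were also permuted in other splits of the same libraries, 10 for 3 against 3, 40 for Protocol 1 as a whole and 60 for differences between responses.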

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

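The tests of replicate spread, of levels already raised and of the share of microglia were chosen only after the results were seen. So were those of the sex of the animals and of the size of the interferon change. The tests of depth, of a single library and of the count of other splits were set before.

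HMGB1 changed 8266 genes in Protocol 1A but 232 in Protocol 2 and 19 in Protocol 3. Lower depth does not account for it, because 1A thinned to the total of the smallest Protocol 3 library still gave 7992 genes. Larger replicate spread is not the main reason either: over genes changed at least 2-fold in 1A, the median log2 change in the direction of 1A was 0.136 in Protocol 2 and 0.067 in Protocol 3, against 0.811 and 0.809 for 0.5 times that in 1A. Levels already high without treatment could explain a part, since 30.4% and 42.3% of the 1505 genes that rose at least 2-fold in 1A had a Protocol 2 or 3 Control mean of at least 0.5 times the treated 1A mean, less than the 50% asked for. GM-CSF and days of culture vary within Protocol 1, with 8404 genes in 1B and 8632 in 1C, but between it and Protocols 2 and 3 mouse age, Y-linked reads, days of culture and growth factors vary together, and the HMGB1 concentration is not given for Protocols 1 and 2.

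Protocol 1 and Protocol 3 Controls differed in 13646 of 17033 genes. A lower share of microglia in Protocol 3, where blood and endothelial transcripts were read, is not the whole cause, since 28 of 33 homeostatic genes were higher in Protocol 3 than in Protocol 1. A part from it stays open, because differences in these genes as large as those found would hide a modest change in share. The sex of the animals could add to the difference: 4 Y-linked genes summed to 42.5 to 106 CPM in Protocol 1 libraries and to 0 in all Protocol 3 libraries, and Xist was at 208 to 614 and 888 to 1116 CPM (genes chosen after their values were seen). Since all Protocol 3 libraries lack Y-linked reads, sex and protocol cannot be told apart between Protocols 1 and 3. Protocol 2 libraries also had 0 Y-linked counts, from mice of the same age as in Protocol 3. Their Controls still differed from those of Protocol 3 in 13162 of 17033 genes. A difference of about this size thus arose without one in Y-linked reads or mouse age, which argues against sex as its main cause. The paper states that dissociation and bead isolation can affect the baseline state of microglia. Most immediate early, NF-kB, heat shock and inflammatory cytokine genes were higher in Protocol 3 than in Protocol 1 Controls, so a part from isolation stays open. The paper also reports lower RNA yield and integrity in Protocol 3 than in cultured adult cells. No library tests isolation or RNA quality apart from the protocol.

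Interferon response genes were lower in 1B than in 1A Controls for 34 of 37. A single library might drive this: leaving out any 1 of the 6 left at least 21 of them called, which settled nothing by the bounds set before. By the size of the change a single library is not the whole cause, since without Protocol 1A Control replicate 3 the median log2 fold change was still -1.632, against -2.418 with all libraries. A lower share of microglia in 1B would lower homeostatic genes, and their median log2 fold change was 0.432. The absence of GM-CSF in 1B is a possible cause that no library tests apart from the protocol.

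The responses differed between Protocols 2 and 1A for 6009 genes; in a fit of their 12 libraries alone the real split called 6496, and 4 of 60 splits were as large by chance relabeling. Between Protocols 3 and 1A they differed for 6100, with 5955 in such a fit and 5 of 60 splits as large. Between Protocols 3 and 2 the number was 67, with 62 and 7 of 60. Between 1B and 1A it was 1255, with 1408 and 4 of 60, and between 1C and 1A 2544, with 2084 and 7 of 60; the real split is counted in each. Each share was above 0.05, so by this count alone chance was not excluded. The highest other splits called 7194, 6094, 201, 4446 and 10177 genes in that order, more than the real ones. The others as large each kept one protocol's treatment groups intact, and so its response. Splits that mixed both called at most 1 gene, but that division was not part of the count. For the chance of the grouping in the other comparisons, 1 split, the real one, was as large in each, of 10 splits for 3 against 3 libraries and of 40 for Protocol 1 as a whole.

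Ddx3y, a Y-linked RNA helicase, was at 23.4 CPM in Protocol 1A Controls and at 0 in Protocols 2 and 3. Hbb-bs, a haemoglobin chain, was at 268.9 CPM (SD 73.5) in Protocol 3 Controls. S100a9, a neutrophil protein, was at 163.4 CPM (SD 67.5) in Protocol 3 Controls. Prl, the pituitary hormone prolactin, was at 92.53 CPM in Protocol 2 Controls, with SD 123 and a range of 16.8 to 234 over the 3 libraries.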

How the results depend on the processing

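The relabeling within replicate pairs was chosen only after the results were seen; all alternatives were set before. A minimum absolute log2 fold change of 1 left 3262 HMGB1 genes in 1A (1505 rises and 1757 falls), 3615 in 1B (1722 and 1893), 4513 in 1C (2285 and 2228), 52 in Protocol 2 (51 and 1) and 6 in Protocol 3 (6 and 0), 9640 between Protocol 1 and 3 Controls, 9631 between 2 and 3, 3807 between 1 and 2 (837 and 2970), 2236 in 1B against 1A (1278 and 958) and 1381 in 1C against 1A (997 and 384). For differences in response it left 2844 for 2 minus 1A (1466 and 1378), 2993 for 3 minus 1A (1465 and 1528), 23 for 3 minus 2 (0 and 23), 489 for 1B minus 1A (334 and 155) and 621 for 1C minus 1A (357 and 264); by construction it keeps larger changes. With no filter beyond 1 count, Protocol 2 had 530 HMGB1 genes (365 and 165), Protocol 3 123 (111 and 12) and the difference of 3 and 2 177 (25 and 152). The replicate block gave 1236 in Protocol 2 (721 and 515) and 334 in Protocol 3 (262 and 72), pairs being removed from the residual spread; between protocols the numbers did not pair the libraries (correlations of -0.137 to 0.132), so a block there removes no pairs and is not used. At the preset correlation, lists that passed with the block and not without it, over all libraries, were the phagocyte genes in Protocols 2 and 3 (adjusted p = 6.78e-04 and 0.0014), the mitochondrially encoded genes in both (0.00174 and 0.0476), and the interferon genes and the mural and fibroblast markers in Protocol 2 (1.84e-04 and 0.0132); with the estimated one none of them passed. Unblocked, the interferon genes in Protocol 2 also passed without Control replicate 2, Control replicate 3 or HMGB1 replicate 1. With Protocol 1A alone as Protocol 1, Pros1 and Tgfbr2 were lower than in Protocol 3 (-0.36, adjusted p = 0.00185, and -0.31, adjusted p = 0.00493) where the mean of 1A, 1B and 1C was not. The mean was higher with no filter beyond 1 count (0.22 and 0.0129 for Pros1, 0.21 and 0.0131 for Tgfbr2, as log2 fold change and adjusted p) and with only the groups compared (0.22 and 0.0147, 0.21 and 0.0174). In the fit of all 30 libraries, Protocol 3 lost the calls of Tnf, Il6, Areg, Cxcl2, Gpr84, Ifih1 and Acod1; Tnf, Areg, Cxcl2 and Gpr84 lost them also in 3 of 6 fits with a library left out. Named as not passing, but past the threshold in at least 1 alternative without the block, were also Birc2, Ccl3, Ctsz, Itgax and Mertk between Controls, Cxcl2 and Ptgs2 in Protocol 2 and Cxcl10, Il1b and Tnfaip3 in Protocol 3. All 30 libraries in one fit gave 8 in Protocol 3 (5 and 3) and 225 in Protocol 2 (205 and 20), and the DESeq2 Wald test 70 in Protocol 3 (66 and 4). Leaving out 1 library, Protocol 2 ranged from 127 (119 and 8, without Control replicate 2) to 227, with 136 (129 and 7) without Control replicate 3, and Protocol 3 from 7 (without HMGB1 replicate 2) to 44 (without HMGB1 replicate 3), with 10 without Control replicate 1 and 8 without HMGB1 replicate 1. With log2 CPM and with the 500 most variable genes, the PC1 gap was 76.11% and 72.85%, the gap between Protocols 2 and 1 6.666% and 8.726%, the PC2 shift in 1A 47.02% and 61.27%, and in 1C 55.64% and 70.45%. With log2 CPM the PC2 shift was 53.71% in 1B and 4.403% in Protocol 2. The distance ratio was 1.6 and 1.603 in Control and 1.38 with HMGB1. Leaving out 1 library, the PC1 gap ranged from 78.88% to 81.96%, that between Protocols 2 and 1 from 1.547% to 5.881%, the PC2 shift from 70.61% to 76.06% in 1B and from 73.13% to 77.89% in 1C, from 5.505% to 7.327% in Protocol 2 and from 2.426% (without Control replicate 3) to 5.493% in Protocol 3, and the Control ratio from 1.733 to 1.776. Except for the fold limit and the block, the cause was not tested. Replicate numbers in 1A, 1B and 1C were not taken as pairs, since not all 3 correlations reached 0.1 (0.018 to 0.066, 0.096 to 0.307 and 0.052 to 0.090). With 3 libraries per group, 49.3% of simulated 1.5-fold changes were found in Protocol 3; the effect of depth on this was not tested.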

Differences from the paper's values

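The exchange of labels in Fig. 3J was considered only after the values were seen. No other test here was chosen after the result was seen, and the alternatives named were set in advance. The paper states its threshold as adjusted p below 0.05 and an absolute fold change of 1; the counts here use adjusted p alone. In Protocol 2, HMGB1 lowered 44 genes here and, in the paper, about 72 (Fig. 4C). The DESeq2 Wald test gave 68 and closes the gap. The paper names DESeq2 for normalization and does not name its test for differential expression. Leaving out Control replicate 1 gave 51, which lies within 1.5-fold of the paper's number, the limit used here for a difference. The other alternatives do not close it: DESeq2 size factors and leaving out mitochondrial and rRNA-type genes gave 44 each, no filter beyond 1 count 165, the replicate block 515, all 30 libraries in one fit 20, a log2 fold change of at least 1 gave 1, and leaving out any other library 7 to 26.

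In Protocol 3, HMGB1 raised 19 genes here and, in the paper, about 65 (Fig. 4C). It lowered 0 here and, in the paper, about 4 (Fig. 4C). The DESeq2 Wald test gave 66 and 4 and closes both gaps. DESeq2 size factors gave 20 and 0, no filter 111 and 12, the replicate block 262 and 72, leaving out mitochondrial and rRNA-type genes 19 and 0, and a log2 fold change of at least 1 gave 6 and 0, and none of these closes them. All 30 libraries in one fit gave 5 and 3, and leaving out HMGB1 replicate 3 gave 44 and 0, so the falls of the former and the rises of the latter lie within 1.5-fold of the paper's. Leaving out any other library gave 7 to 27 rises and 0 or 1 falls.

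For Tnf in Protocol 3, normalized counts here were 26801 (SD 3225) in Control and 41880 (SD 3809) with HMGB1, while the paper shows about 190 and about 640 (Fig. 3J). For Ifnb1 they were 233.2 (SD 44.7) and 797.8 (SD 69.7), while the paper shows about 20000 and about 32000 (Fig. 3J). Leaving out mitochondrial and rRNA-type genes, 26781 and 41849 for Tnf and 233 and 797.2 for Ifnb1, does not close the gap. With the labels Tnf and Ifnb1 exchanged in the figure, all 4 values would lie within 1.5-fold of those here. The paper's secretion data after 24 h have IFNβ induced in Protocol 3 and TNFα not (Fig. 3D, E), and whether the labels were exchanged stays open.

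The paper marks a rise of Il1b with HMGB1 in Protocol 3 (Fig. 3J). Here the log2 fold change was 0.71 with adjusted p = 0.159, with the replicate block adjusted p = 1.90e-19, and by the DESeq2 Wald test 8.88e-06, so both of these pass, as do no filter beyond 1 count (2.19e-13) and leaving out Control replicate 3 (0.0138); DESeq2 size factors (0.0895) and all 30 libraries in one fit (0.335) do not.

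Of 40 genes that the paper marks as changed in Protocol 3 (Fig. 4F), 12 passed here: 4 of 20 marked for Protocol 3 alone and 8 of 20 marked for both, of which 17 passed in Protocol 2. With the DESeq2 Wald test all 40 passed in Protocol 3, 16 and 20 as rises and 4 as falls, and 20 of 20 in Protocol 2. The replicate block gave 17 and 20 in Protocol 3, and no filter 18 and 20. The 4 falls, with log2 fold changes and adjusted p here, are Gapdh at -0.86 (adjusted p = 0.732), Lars2 at -0.56 (adjusted p = 0.712), Gm23935 at -0.55 (adjusted p = 0.64) and CT010467.1 at -0.43 (adjusted p = 0.259, and 2.85e-07 with the replicate block).

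The discussion places genes of pre-microglia with Protocols 1 and 2. Of the pre microglia metagenes shown, Csf1 and Crybb1, 2 of 2 were higher in Protocol 3 than in either, as the results section also has it.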

Other observations

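All gene lists below were set before the result was seen. Genes of glycolysis shifted within the pathway between Protocol 1 and Protocol 3 Controls: 14 of 21 were higher in Protocol 1 and 5 lower, with the enzymes Pgam1 (2.62) and Ldha (2.49) higher and the regulator Pfkfb3 (-3.09) and the glucose transporter Slc2a1 (-2.38) lower, and the set did not pass camera (adjusted p = 0.0623) but did with only the groups compared (0.0326), with no filter beyond 1 count (4.21e-04) and in 8 of 12 fits with a library left out (0.0334 to 0.0486). Mitochondrially encoded genes were higher for 10 of 12 (11 adjusted over the list alone), with mt-Co1 at 1.78 (camera adjusted p = 0.0721, but 0.0446 with only the groups compared, 2.99e-04 with no filter beyond 1 count, and below 0.05 in 2 of 12 fits with a library left out). Genes of the unfolded protein response were lower in Protocol 1 for 13 of 21 and higher for 8, with Ppp1r15a, a phosphatase subunit that restarts translation, at -5.86 and Herpud1 at -2.42 (camera adjusted p = 0.00902, 0.113 with an estimated correlation, and 0.139 with no filter beyond 1 count). MHC class II genes were lower for 12 of 13 and higher for 1, with H2-Ob at -5.52 (camera adjusted p = 0.00148, and 0.113 with an estimated correlation).

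Lymphocyte markers were lower in Protocol 2 than in Protocol 3 for 5 of 7 and higher for 2, with Ncr1, a receptor of natural killer cells, at 2.76 ± 0.745 CPM in Protocol 3 and 0.0131 ± 0.0228 in Protocol 2, and Cd4 at 2.84 (camera adjusted p = 0.605). Border macrophage and monocyte markers were lower for 9 of 16 and higher for 5, with the scavenger receptor Cd163 at -6.05 and Ms4a7 at 3.60 (camera adjusted p = 0.496). Neuron markers were higher in 1C than in 1A for 4 of 9 (6 adjusted over the list alone), with Map2 at 3.95. Their camera adjusted p was 0.0223, 0.338 with an estimated correlation, and 0.053 without 1C Control replicate 2. With a library left out, 1 to 4 of these genes passed. In 1B astrocyte markers were higher than in 1A for 10 of 13 and lower for 2, with the sodium pump subunit Atp1b2 at 3.58. Their camera adjusted p was 0.00947, and 0.389 with an estimated correlation. With only the groups compared it was 0.481, and 3 astrocyte markers were higher.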
